# In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites

**DOI:** 10.1101/gr.217240.116

**Published:** 2017-04

**Authors:** Corinne Grey, Julie A.J. Clément, Jérôme Buard, Benjamin Leblanc, Ivo Gut, Marta Gut, Laurent Duret, Bernard de Massy

## Abstract

In mouse and human meiosis, DNA double-strand breaks (DSBs) initiate homologous recombination and occur at specific sites called hotspots. The localization of these sites is determined by the sequence-specific DNA binding domain of the PRDM9 histone methyl transferase. Here, we performed an extensive analysis of PRDM9 binding in mouse spermatocytes. Unexpectedly, we identified a noncanonical recruitment of PRDM9 to sites that lack recombination activity and the PRDM9 binding consensus motif. These sites include gene promoters, where PRDM9 is recruited in a DSB-dependent manner. Another subset reveals DSB-independent interactions between PRDM9 and genomic sites, such as the binding sites for the insulator protein CTCF. We propose that these DSB-independent sites result from interactions between hotspot-bound PRDM9 and genomic sequences located on the chromosome axis.

Recombination between homologous chromosomes is required for proper chromosome segregation at the first meiotic division in the majority of sexually reproducing organisms. This specific recombination pathway is initiated by the formation of DNA double-strand breaks (DSBs) (de Massy 2013) that are generated by the SPO11/TOPOVIBL protein complex (Robert et al. 2016; Vrielynck et al. 2016) and repaired by homologous recombination (Baudat et al. 2013; Hunter 2015). DSB repair leads to reciprocal and nonreciprocal exchanges of genetic material between paternal and maternal chromosomes, called cross-overs and gene conversions, respectively. Meiotic recombination is essential for fertility in most species and is a major source of genome diversity (Chen et al. 2007; Coop and Przeworski 2007).

Meiotic recombination takes place during extensive chromosome reorganization at meiotic prophase. Chromosomes arrange as an array of chromatin loops that are anchored to a protein axis, made of cohesins and other structural proteins. This structure serves as a platform for various members of the recombination machinery and for regulating the recombination activity (Zickler and Kleckner 1999). This loop-axis configuration plays an important role in the regulation of DSB formation via induction (Borde and de Massy 2013) and inhibition (Thacker et al. 2014) of DSB activity.

In *Saccharomyces cerevisiae*, where DSB sites have been analyzed in detail, DSBs preferentially occur in loops and in accessible nucleosome-depleted chromatin regions of ∼200 bp, which are called DSB hotspots and which are mainly located within promoter regions, upstream of transcription start sites. Hotspots are flanked by positioned nucleosomes that are enriched in trimethylation of lysine 4 of histone H3 (H3K4me3) (Pan et al. 2011). This histone modification is deposited by SET1, a subunit of the COMPASS complex recruited by RNA polymerase II. Although not absolutely required, H3K4me3 is important for normal DSB levels and localization (Borde et al. 2009). SPP1, a member of the SET1 complex binds to H3K4me3 and to MER2, an essential member of the meiotic DSB formation machinery (Acquaviva et al. 2013; Sommermeyer et al. 2013), located on the axis of meiotic chromosomes (Panizza et al. 2011). The SPP1-mediated interactions are thought to tether and/or stabilize the hotspot region to the axis where DSBs are predicted to occur (Blat et al. 2002; Panizza et al. 2011).

In mice and humans, meiotic recombination hotspots are determined by the DNA sequence specificity of the PRDM9 zinc finger domain (Baudat et al. 2010; Myers et al. 2010; Parvanov et al. 2010). Different from *S. cerevisiae*, these hotspots are not preferentially located in promoter regions, but they are enriched in H3K4me3 (Buard et al. 2009; Smagulova et al. 2011), presumably through PRDM9 methyltransferase activity (Hayashi et al. 2005). Indeed, PRDM9 can methylate histone H3 at K4, K9, and K36 in vitro (Wu et al. 2013; Eram et al. 2014; Koh-Stenta et al. 2014). Like H3K4me3, H3K36me3 also can be associated with nucleosomes adjacent to hotspots (Buard et al. 2009; Davies et al. 2016; Powers et al. 2016). Hotspot-associated H3K4me3 is detected as early as 9 d post-partum (dpp) in mouse testis when spermatocytes begin to enter leptonema, the first stage of meiotic prophase (Grey et al. 2011). This H3K4me3 enrichment does not depend on *Spo11*, consistent with a role before DSB formation (Buard et al. 2009; Grey et al. 2011; Brick et al. 2012; Borde and de Massy 2013). However, it has been hypothesized that H3K36me3 is involved in DSB repair by homologous recombination in mammalian cells (Aymard et al. 2014; Carvalho et al. 2014; Pfister et al. 2014), thus raising the question of when and how this mark is deposited and whether its deposition depends on DSB formation.

A remarkable feature of PRDM9 is its C2H2 zinc finger domain that enables the protein to recognize specific DNA motifs and to tether initiation of meiotic recombination to specific sites in the genome. This zinc finger domain, which has a minisatellite-like structure, is highly polymorphic in mice and humans (Berg et al. 2010; Buard et al. 2014; Kono et al. 2014) and mutates at a high rate in the human germ line (Jeffreys et al. 2013). *Prdm9* zinc finger alleles differ mostly by the number of zinc fingers or by substitutions of amino acids involved in the interaction with DNA, thus leading to variability in the DNA sequence specificity. In mice and humans, it has been directly demonstrated that meiotic DSBs are specified by PRDM9 by chromatin immunoprecipitation and sequencing (ChIP-seq) of the binding sites of the DMC1 strand invasion protein. DMC1 binds to single-strand DNA generated by DSB end processing (Smagulova et al. 2011). By use of this approach, it was shown, in mice and humans, that PRDM9 variants with different zinc finger arrays specify distinct, essentially not overlapping, sets of meiotic DSB sites throughout the genome (Brick et al. 2012; Pratto et al. 2014; Smagulova et al. 2016). PRDM9, which belongs to the PRDM family of transcription regulators (Fog et al. 2012), has homologs in most mammals with the exception of *Canidae*. However, PRDM9 is absent, is not functional, or is not clearly identifiable in all other vertebrate lineages examined to date. In dogs and birds, where PRDM9 is nonfunctional or absent, meiotic hotspots preferentially localize to functional genomic elements that are enriched in H3K4me3, such as transcription start sites and/or CpG islands, a chromatin environment sharing similarities with *S. cerevisiae* DSB sites (Munoz-Fuentes et al. 2011; Axelsson et al. 2012; Auton et al. 2013; Singhal et al. 2015). Strikingly, when *Prdm9* is inactivated in mice, DSB formation still occurs, but at new locations that mainly correspond to promoter regions, which are also enriched in H3K4me3 (Brick et al. 2012). However, for unknown reasons, the downstream repair pathway is partially defective and meiotic progression is altered. Thus, in the mouse, PRDM9 is indispensable for normal fertility (Hayashi et al. 2005).

Here, we performed PRDM9 ChIP-seq using chromatin from mouse testes to analyze PRDM9 binding sites and to evaluate the relationship between PRDM9 sites and meiotic DSB formation. For this, we used two mouse strains with different *Prdm9* alleles with distinct zinc finger domains. We mapped H3K4me3, H3K36me3, and DMC1 distribution by ChIP-seq in the same strains. We also investigated the functional relationship between DSB formation, PRDM9 binding, and H3K36me3 enrichment by analyzing PRDM9 binding and H3K36me3 enrichment in *Spo11*-deficient mice.

## Results

### Identification of two classes of PRDM9 binding sites

To analyze PRDM9 binding to chromatin in optimal conditions, we purified chromatin from testes of prepuberal mice at 13 dpp, where the relative abundance of early stages of meiotic prophase is elevated. We used two mouse strains (C57BL/6, hereafter B6; and RJ2) that harbor *Prdm9* alleles with distinct zinc finger arrays that specify distinct recombination hotspot localizations (Baudat et al. 2010; Grey et al. 2011). The allele present in B6 mice is from *Mus musculus domesticus* (named *Prdm9*^*Dom2*^) and the allele present in RJ2 mice is from *Mus musculus castaneus* (named *Prdm9*^*Cst*^) (Fig. 1A). The genetic background of these two strains is C57BL/6 and C57BL/10, respectively, two nearly identical inbred strains derived from C57BL at the beginning of the 20th century. The anti-PRDM9 antibody used detected a nuclear signal in B6 spermatocytes at leptonema and zygonema that was absent in *Prdm9*^−/−^ B6 spermatocytes (B6 *Prdm9*^*KO*^ hereafter) (Supplemental Figs. S1A, S1B). This antibody recognized efficiently both PRDM9^Dom2^ and PRDM9^Cst^ variants (Supplemental Fig. S1C).

**Figure 1.**
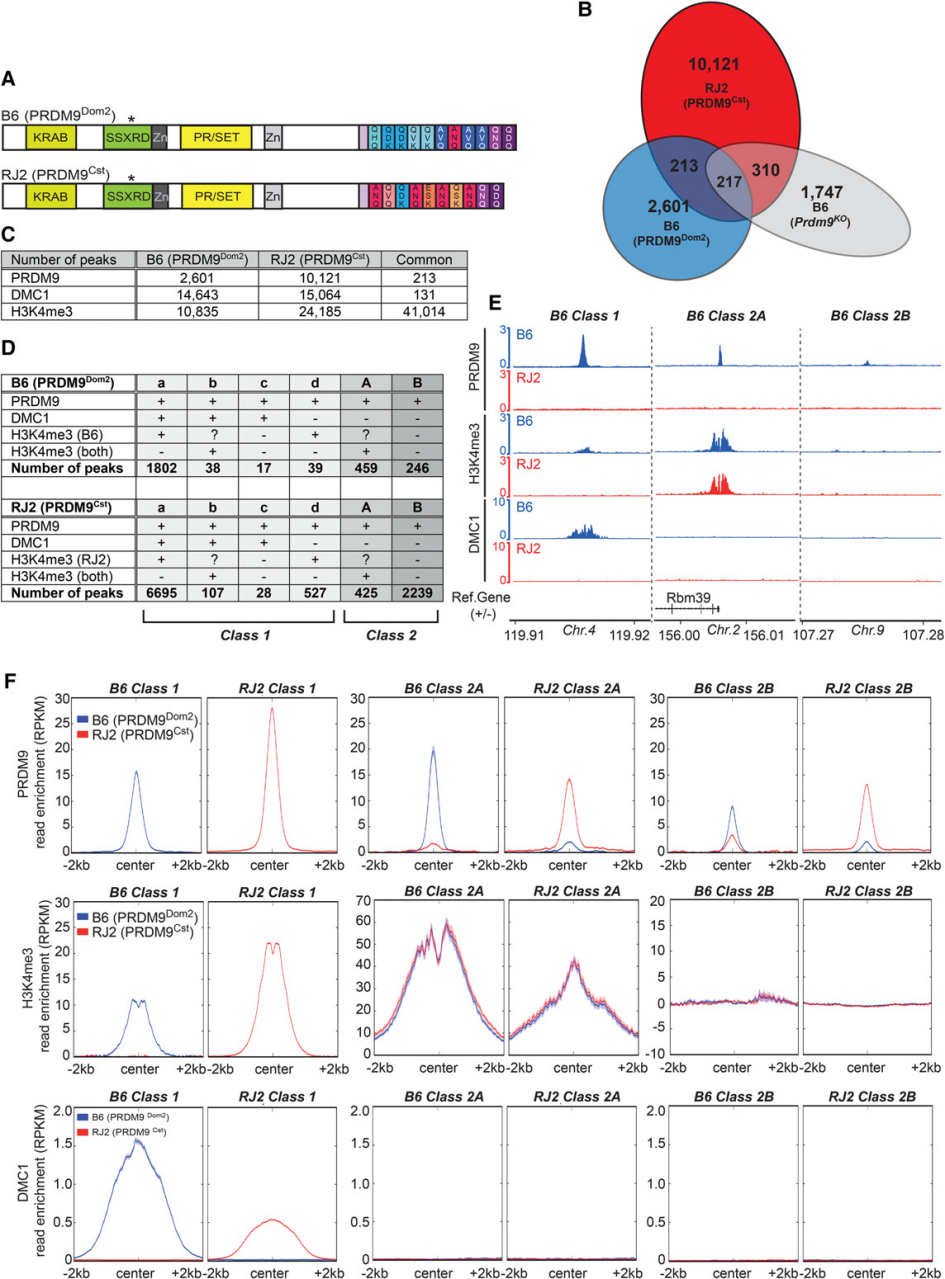
PRDM9 binds to two distinct classes of sites in the genome. (*A*) Schematic representation of the PRDM9^Dom2^ and PRDM9^Cst^ proteins in the B6 and RJ2 mouse strains, respectively. The asterisk indicates the only amino acid substitution outside the zinc finger array due to a nonsynonymous single-nucleotide polymorphism. (*B*) Venn diagram showing the overlap of PRDM9 ChIP-sequencing peaks in B6, RJ2, and B6 *Prdm9*^*KO*^ mice. (*C*) Number of strain specific and common peaks retrieved for PRDM9, DMC1, and H3K4me3 ChIP-seq experiments. (*D*) Classification of PRDM9 peaks in subclasses with (+) or without (−) enrichment for DMC1 and/or H3K4me3 in B6 and RJ2 mice. Question marks indicate situations where a PRDM9-dependent signal (if present) could not be detected because of a common signal also found in the other strain. Class 1 contains PRDM9 peaks that are enriched in DMC1 and/or strain-specific (PRDM9-dependent) H3K4me3. Class 2 sites are negative for DMC1 but can overlap peaks that are enriched for H3K4me3 in both mouse strains. (*E*) Read distribution from PRDM9, H3K4me3, and DMC1 ChIP-seq experiments at representative B6 class 1, 2A, and 2B sites in B6 and RJ2 mice. Read distribution was calculated from pooled replicates, in 1-bp windows, and normalized by library size and input. (*F*) Average read enrichment (reads per kilobase pair per million mapped reads [RPKM]) of PRDM9, H3K4me3, and DMC1 in B6 and RJ2 mice centered on class 1, 2A, and 2B sites in each strain.

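PRDM9, the methyltransferase whose zinc fingers choose the sites of meiotic recombination, was mapped by ChIP-seq in testes of B6 mice, which express PRDM9 Dom2, and of RJ2 mice, which express PRDM9 Cst, at 13 days after birth. Each ChIP took testes of 10 mice, and each strain had 2 ChIP replicates and 2 inputs sequenced from both ends at 100 bp. The B6 ChIP libraries held 162 M and 168 M mapped read pairs and their inputs 152 M and 158 M. The RJ2 ChIP libraries held 94 M and 136 M pairs, with inputs of 115 M and 113 M. Testes of B6 *Prdm9* KO mice, which lack PRDM9, gave 1 ChIP library of 186 M mapped single reads, not pairs, and 1 input of 154 M, at 50 bp. The authors mapped the reads to mm9, called peaks with MACS, kept for B6 and RJ2 those passing the irreproducible discovery rate between replicates, removed peaks found in both strains, and deposited 1 list of peak intervals per genotype, pooled over replicates. For *Prdm9* KO they used a relaxed p-value on its only library. The B6 list holds 2601 peaks, the RJ2 list 10121 and the *Prdm9* KO list 2286. The lists give positions without a score, so the width of an interval and its place in the list were the only measures of its strength here. All positions are those of mm9. Overlaps were counted from 1 bp on and compared with 1000 circular shifts of 1 list within chromosomes, and shares carry 95% Clopper-Pearson intervals, which cover counting error only. Peaks, not mice, are the units of every test, because no value per replicate was used.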

ChIP-seq experiments revealed 3041 and 10,871 PRDM9 binding sites in the B6 and RJ2 strains, respectively (Fig. 1B). The reproducibility between replicates was tested and taken into account using the irreproducible discovery rate (IDR) method (Supplemental Table S1; Supplemental Material). Their specificity was validated by the analysis of B6 *Prdm9*^*KO*^ mice, using nonstringent condition (a relaxed *P*-value) for peak calling, allowing us to remove nonspecific signals (see Supplemental Material). In addition, the few peaks shared between strains (213 peaks), which could be nonspecific, were removed from this pool and analyzed separately, leading to 2601 and 10,121 PRDM9 binding regions specific for the B6 and RJ2 strains, respectively (Fig. 1B). 

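The authors describe the removal of PRDM9 peaks over *Prdm9* KO peaks, so a low overlap follows from that step. Of the B6 peaks, 2 (0.0769%, interval 0.00931 to 0.277%) overlapped a *Prdm9* KO peak, a class 2B peak on chromosome 4 from 16090756 to 16091748 and a class 1a peak on chromosome 12 from 59398018 to 59398443. In the RJ2 list, 252 peaks (2.49%, interval 2.20 to 2.81%) overlapped a *Prdm9* KO peak. They were 20 of 7234 class 1 peaks (0.276%), 32 of 438 class 2A peaks (7.31%) and 200 of 2449 class 2B peaks (8.17%). Circular shifts of the lists gave a median of 8 overlaps for RJ2, with 20 at the highest (one-sided permutation p = 0.001, the smallest that 1000 shifts can give). RJ2 peaks covered at least 50% of the interval of 254 *Prdm9* KO peaks, while at least 50% of the RJ2 interval was covered in 4 cases, as *Prdm9* KO intervals are narrower (median 238 bp). The *Prdm9* KO list rests on 1 replicate of B6, and RJ2 mice without PRDM9 were not used here.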

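The B6 and RJ2 lists share no position. None of the B6 peaks overlapped an RJ2 peak by 1 bp or more (0 of 2601, which allows a share of up to 0.142%), while circular shifts of the lists gave a median of 12 overlaps (95% range 6 to 19). This follows from the authors' removal of shared peaks, which the lists already include, so chance overlaps are gone as well.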

The striking difference in peak numbers between the two strains was not due to a difference in progression in meiosis (Supplemental Fig. S1D). We speculate that the lower number and lower average strength (Supplemental Fig. S2A) of PRDM9^Dom2^ peaks compared with PRDM9^Cst^ is biologically relevant. This could be due to an overall lower affinity of PRDM9^Dom2^ for its binding sites, leading to a reduced occupancy, as detected by ChIP analysis.

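PRDM9 intervals were fewer and narrower in B6 than in RJ2. The median width was 473 bp in B6, with 5% of peaks under 296 bp, and 552 bp in RJ2, with 5% under 335 bp. Together the B6 intervals cover 1.36 Mb of the genome and the RJ2 intervals 6.35 Mb. RJ2 had 32 intervals wider than 2 kb and B6 had 0, the widest being 1624 bp in B6 (class 1a, chromosome 8 from 33359869 to 33361492) and 5811 bp in RJ2 (class 1a, chromosome 17 from 27511567 to 27517377). Widths were not tested between the strains, since each list comes from its own libraries, depth and number of accepted peaks, and read counts per peak were not used here.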

PRDM9 binding to DNA is linked to at least two detectable molecular events: H3K4me3 enrichment and DSB formation, which can be monitored by DMC1 association with DSB ends. H3K4me3 and DMC1 profiles have been previously monitored in strains closely related to B6 that express PRDM9^Dom2^ (Smagulova et al. 2011; Brick et al. 2012), as well as the H3K4me3 profile in a mouse strain that expresses a genetically engineered *Prdm9*^*Cst*^ allele in the C57BL/6 background (Baker et al. 2014). Therefore, we mapped DMC1 and H3K4me3 in the B6 and RJ2 strains by ChIP-seq experiments (Supplemental Table S1). 

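Double-strand breaks were mapped through DMC1, the recombinase that coats single-stranded DNA at break ends, in testes of B6 and RJ2 mice at 5 weeks with 2 replicates per strain read at 50 bp. The B6 DMC1 libraries held 120 M and 142 M mapped read pairs and the RJ2 libraries 122 M and 126 M. H3K4me3, which marks promoters and which PRDM9 deposits near its sites, was mapped with 1 ChIP library and 1 input per strain. Supplemental Table S1 lists them as single reads of 36 bp but gives 44 M and 46 M mapped reads times 2, as for pairs. The Supplemental Methods describe their processing as paired reads. The authors aligned DMC1 reads with a procedure for single-stranded DNA, called peaks with MACS and kept those reproducible between replicates. For H3K4me3 they intersected the peaks called from 3 sets of reads and split the result into intervals common to both strains and intervals found in 1 strain. The deposited lists hold interval positions on mm9 without a score. From these, the class of each PRDM9 peak was assigned by the rule of Fig. 1D. A peak was DMC1 positive when it overlapped the central 400 bp of a DMC1 peak of its strain by at least 1 bp, and H3K4me3 positive when at least 10% of it was covered, with common intervals taken before strain-specific ones. The H3K4me3 lists of other studies that the paper also used were not used here. With 1 H3K4me3 library per strain and pooled DMC1 lists, no spread between replicates can be given.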

We identified about 15,000 DMC1 peaks in each strain that overlap by <1% (14,774 for B6 and 15,195 for RJ2) (Fig. 1C). 

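DMC1 peaks of the 2 strains rarely met, yet more often than chance places them. In the lists, 437 of 14774 B6 DMC1 peaks (2.96%, interval 2.69 to 3.24%) overlapped an RJ2 DMC1 peak, which is 2.88% of 15195 RJ2 peaks. Restricted to the central 400 bp of both peaks, 131 overlapped, or 0.887% of the B6 peaks. Circular shifts gave a median of 305 overlaps of whole intervals (95% range 274 to 339, one-sided permutation p = 0.001, the smallest that the shifts allow) and of 70 for the central parts (one-sided permutation p = 0.001). DMC1 intervals are wide, so the share depends on the part of the interval used.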

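B6 and RJ2 had DMC1 lists of similar size, with median interval widths of 1752 bp and 1698 bp, but PRDM9 was found at far fewer of the B6 ones. A PRDM9 peak overlapped the central part of 1857 B6 DMC1 peaks (12.6%, interval 12.0 to 13.1%) and of 6826 RJ2 DMC1 peaks (44.9%, interval 44.1 to 45.7%). On the X chromosome the shares were lower, 41 of 835 DMC1 peaks (4.91%) in B6 and 128 of 913 (14.0%) in RJ2. Strain-specific H3K4me3 lay at 5968 B6 DMC1 peaks (40.4%) and at 12300 RJ2 DMC1 peaks (80.9%). The lists of both strains were thresholded by the authors, who also removed PRDM9 peaks shared by both strains or over *Prdm9* KO peaks. A missing PRDM9 peak may thus be unbound, below the threshold or removed.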

The similar number of DMC1 peaks in the two strains is in contrast with the lower number and reduced average intensity of PRDM9 peaks in B6 compared with RJ2 testes. H3K4me3 enrichments were quantitatively and qualitatively similar to those reported in previous studies. Specifically, most H3K4me3 sites were shared by both B6 and RJ2 strains (79% of total B6 peaks and 63% of total RJ2 peaks) (Fig. 1C) and significantly overlapped with regulatory elements in the genome (∼60% of common H3K4me3 peaks overlapped with annotated transcription start sites or testes-specific enhancers). 

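Common H3K4me3 intervals were richer in promoters than strain-specific ones. The list holds 41014 common intervals, which are 79.1% of the 51849 intervals of B6 (interval 78.8 to 79.5%) and 62.9% of the 65199 of RJ2 (interval 62.5 to 63.3%). Of the common intervals, 10183 (24.8%) held an annotated transcription start and 14381 (35.1%) were centred within 1 kb of one. Starts were held by 444 B6-specific intervals (4.10%) and by 760 RJ2-specific intervals (3.14%), and 10.2% and 8.23% were centred within 1 kb of one. Called CpG islands lay under 32.1% of common intervals, 4.99% of B6-specific and 3.53% of RJ2-specific ones. Testis enhancers were not used here, so the share at any regulatory element cannot be given.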

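A similar share of strain-specific H3K4me3 intervals carried a DMC1 peak of the same strain in B6 and in RJ2. In B6, 6060 of 10835 (55.9%, interval 55.0 to 56.9%) overlapped the centre of a B6 DMC1 peak, and in RJ2, 12543 of 24185 (51.9%, interval 51.2 to 52.5%) that of an RJ2 DMC1 peak. DMC1 peaks of the other strain lay at 10 B6-specific intervals (0.0923%) and 104 RJ2-specific intervals (0.430%). A PRDM9 peak of the same strain lay at 1712 B6-specific (15.8%) and 6878 RJ2-specific intervals (28.4%). Circular shifts placed DMC1 centres at a median of 76 B6-specific and 185 RJ2-specific intervals, 106 and 769 at the highest (one-sided permutation p = 0.001 in both strains, the smallest that the shifts can give).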

Strain-specific H3K4me3 peaks (10,835 for B6 and 24,185 for RJ2) mirrored the site-specific PRDM9 methyltransferase activity, as previously reported (Brick et al. 2012; Baker et al. 2014). The difference in the number of H3K4me3 and DMC1 peaks, compared with PRDM9, could be due to various reasons, for instance, the ChIP assay sensitivity or the shorter half-life of PRDM9 association with its binding sites compared with that of DMC1 or H3K4me3.

Unexpectedly, the comparative analysis of the PRDM9, DMC1, and H3K4me3 sites revealed two strikingly different types of PRDM9 binding sites in both strains. 

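Most PRDM9 peaks lay at breaks of their own strain, and a separate part lay at none. In B6, 1869 PRDM9 peaks (71.9%) overlapped a B6 DMC1 interval where circular shifts gave a median of 34 (one-sided permutation p = 0.001, the smallest possible), and 26 (1.00%) overlapped an RJ2 DMC1 interval where shifts gave 35. In RJ2, 6919 peaks (68.4%) overlapped an RJ2 DMC1 interval against 141 for shifts (one-sided permutation p = 0.001), and 1.54% a B6 DMC1 interval, no more than after shifts (one-sided permutation p = 0.121). By the rule of Fig. 1D, 720 B6 peaks (27.7%, interval 26.0 to 29.4%) and 2887 RJ2 peaks (28.5%, interval 27.6 to 29.4%) fell in class 2, without a DMC1 peak.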

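DMC1 and strain-specific H3K4me3 together marked 1650 B6 PRDM9 peaks (class 1a, 63.4%, interval 61.6 to 65.3%) and 6391 RJ2 peaks (63.1%, interval 62.2 to 64.1%). At class 1 peaks with DMC1, the centres of the PRDM9 and DMC1 intervals lay a median of 81 bp apart in B6 and 87 bp in RJ2. The class 1 site drawn in Fig. 1E is the B6 peak first in its list, on chromosome 4 from 119914887 to 119916324, 1438 bp wide and intergenic, with the nearest transcription start, that of Foxo6, 44348 bp away. It lies under a B6 DMC1 interval from 119914706 to 119917035 and a B6-specific H3K4me3 interval from 119914966 to 119916706. On the minus strand from 119915584 to 119915592 it holds GGGGCTGCT, which differs from the PRDM9 Dom2 word GGTGCTGCT by 1 base.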

Most binding sites showed the properties expected for PRDM9's role in specifying DSB formation, namely, enrichment for H3K4me3 and DMC1 in addition to PRDM9. 

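PRDM9 peaks with DMC1, with strain-specific H3K4me3, or with both numbered 1881 in B6 (72.3%, interval 70.6 to 74.0%) and 7234 in RJ2 (71.5%, interval 70.6 to 72.4%). Their share varied between chromosomes. In B6 it was highest on chromosome 16, at 85 of 105 peaks (81.0%, interval 72.1 to 88.0%), and lowest on chromosome 19, at 36 of 62 (58.1%, interval 44.8 to 70.5%). In RJ2 it was highest on the X chromosome, at 133 of 158 (84.2%, interval 77.5 to 89.5%), and lowest on chromosome 17, at 249 of 422 (59.0%, interval 54.1 to 63.7%). Chromosomes were ranked after their values were seen, and the extremes were not tested.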

We called these sites class 1 sites (73% for both B6 and RJ2). The other binding sites (class 2 sites) showed no detectable DMC1 signal and were enriched (class 2A) or not (class 2B) in PRDM9-independent H3K4me3 (Fig. 1D–F; Supplemental Fig. S2B). 

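The strains divided their class 2 peaks in opposite ways. B6 had 460 class 2A peaks (17.7%, interval 16.2 to 19.2%) and 260 class 2B peaks (10.0%, interval 8.87 to 11.2%), whereas RJ2 had 438 class 2A peaks (4.33%, interval 3.94 to 4.74%) and 2449 class 2B peaks (24.2%, interval 23.4 to 25.0%). The class 2A site drawn in Fig. 1E lies on chromosome 2 from 156005707 to 156006339, 49 bp from the start of Rbm39, which encodes a splicing factor, under a common H3K4me3 interval from 156003253 to 156008367. It stands at position 13 of the B6 list. Of the RJ2 class 2A and class 2B peaks, the shares that overlapped a signal in B6 *Prdm9* KO testes were higher than in class 1, and without any such peak class 2B made up 22.8% of the RJ2 list.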

Class 2B peaks were on average of lower strength compared with that of class 1 peaks (Supplemental Fig. S2C).

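Class 2B intervals were the narrowest and stood lowest in the lists of both strains. In B6 their median width was 358 bp, against 504 bp in class 1 and 437.5 bp in class 2A. In RJ2 it was 471 bp, against 588 bp in class 1 and 519.5 bp in class 2A. The mean width of class 2B minus that of class 1 was -163 bp in B6 (permutation test, adjusted p = 1.33e-05) and -118 bp in RJ2 (permutation test, adjusted p = 1.33e-05), the smallest adjusted p that 100000 resamples gave over 4 comparisons. The median class 2B peak lay 84.8% of the way down the B6 list and 71.7% down the RJ2 list, against 45.2% and 39.9% for class 1. For class 2A the difference was -69.4 bp in B6 (permutation test, adjusted p = 1.33e-05) and -62.1 bp in RJ2 (permutation test, adjusted p = 6.00e-05), but in the B6 list its positions did not differ from class 1 (permutation test, p = 0.159). Read enrichment per peak was not used here.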

Among class 1 peaks, the average strength of DMC1 was greater in B6 compared with RJ2 (Supplemental Fig. S2D) despite the greater strength of PRDM9 peaks from RJ2 mentioned above (Supplemental Fig. S2A). Among all DMC1 sites, class 1 peaks correspond to the strongest intensity sites, in agreement with our hypothesis that PRDM9 detection is less sensitive than DMC1 detection in our assays (Supplemental Fig. S2E). 

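PRDM9 was detected at a higher share of wide than of narrow DMC1 intervals. In B6, DMC1 intervals with a PRDM9 peak had a median width of 2024 bp and the others 1720 bp. In RJ2 the medians were 1794 bp and 1616 bp. When DMC1 intervals were sorted by width into 5 groups of equal size, the share with a PRDM9 peak rose from 2.37% in the narrowest group to 33.5% in the widest in B6, and from 19.7% to 64.9% in RJ2. The difference of mean widths was 298 bp in B6 and 169 bp in RJ2 (permutation tests, p = 1.00e-05 in both strains, the smallest that 100000 resamples can give). The paper sets the strength of class 1 sites among DMC1 sites beside its hypothesis of a lower sensitivity for PRDM9 than for DMC1. Width stands in for strength, which the lists do not give.

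**Figure D1:**
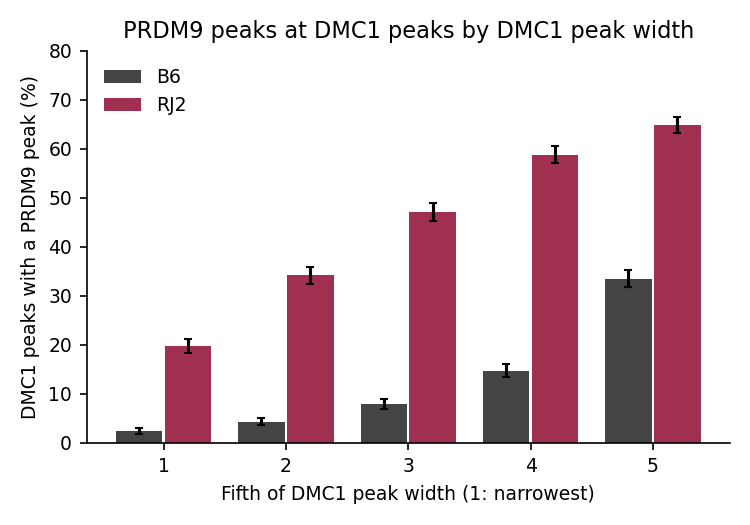
Share of DMC1 peaks with a PRDM9 peak (percent, vertical axis) in 5 groups of DMC1 interval width, from narrowest to widest (horizontal axis), in B6 and RJ2, with 95% Clopper-Pearson intervals as error bars. The share rises from 2.37% to 33.5% in B6 and from 19.7% to 64.9% in RJ2.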

In class 1 peaks, the average H3K4me3 level was higher in RJ2 than in B6 samples (Fig. 1F), in agreement with the stronger PRDM9 signal observed in RJ2 samples (Fig. 1F; Supplemental Fig. S2A). Overall, we detected a slightly higher correlation between PRDM9 and H3K4me3 than between PRDM9 and DMC1 in both the B6 and RJ2 samples (Supplemental Fig. S2F).

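Of the 1881 B6 class 1 peaks, 1650 (87.7%, interval 86.2 to 89.2%) had both DMC1 and B6-specific H3K4me3, and of the 7234 RJ2 class 1 peaks, 6391 (88.3%, interval 87.6 to 89.1%) had both DMC1 and RJ2-specific H3K4me3. Peaks with DMC1 and no H3K4me3 interval (class 1c) numbered 135 in B6 (7.18%, interval 6.05 to 8.44%) and 169 in RJ2 (2.34%, interval 2.00 to 2.71%). H3K4me3 intervals specific to the other strain rarely met PRDM9 peaks. They overlapped 19 B6 peaks where circular shifts gave a median of 35, and 24 RJ2 peaks where shifts gave 62.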

In most class 1 peaks, H3K4me3 enrichment was strain specific, as expected if this histone modification was catalyzed by PRDM9 (Fig. 1D). A small percentage of class 1 peaks (class 1b; 2% for both B6 and RJ2) showed H3K4me3 enrichment in both strains. This could be explained by the presence of an overlapping gene regulatory element (79% and 65% of these class 1b peaks for B6 and for RJ2, respectively, overlapped with a putative promoter or enhancer). This overlap did not allow assessing the presence of PRDM9-dependent H3K4me3 enrichment in these regions. 

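DMC1 together with common H3K4me3 was found at 72 B6 PRDM9 peaks, 3.83% of class 1 (interval 3.01 to 4.80%), and at 270 RJ2 peaks, 3.73% of class 1 (interval 3.31 to 4.20%). The widest of them in B6, 1035 bp on chromosome 13 from 34203473 to 34204507, is intergenic and 18233 bp from the start of Tubb2b, and the widest in RJ2, 2072 bp on chromosome 11 from 59898063 to 59900134, is intergenic and 19416 bp from the start of Rai1. The B6 one holds GGTGCTGCC on the plus strand from 34203901 to 34203909, 1 base away from the PRDM9 Dom2 word. Common H3K4me3 was decided before strain-specific H3K4me3, and the counts were unchanged when strain-specific intervals decided first.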

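Class 1b is chosen by common and class 1a by strain-specific H3K4me3, which differ in promoter content, so a higher promoter share in class 1b follows from the class rule. In B6, 14 of 72 class 1b peaks (19.4%, interval 11.1 to 30.5%) were within 1 kb of a transcription start, against 71 of 1650 class 1a peaks (4.30%). In RJ2 these were 54 of 270 (20.0%, interval 15.4 to 25.3%) against 261 of 6391 (4.08%). Both class 1b shares lay below the 35.1% of common intervals that were centred within 1 kb of a start. Called CpG islands were overlapped by 8 class 1b peaks in B6 (11.1%) and 16 in RJ2 (5.93%). Enhancer annotation was not used here.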

A small fraction of class 1 (class 1d: 2% in B6, 7% in RJ2) peaks did overlap with strain-specific H3K4me3, but not with DMC1. Nevertheless, these sites showed signs of recombination activity (see below).

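Strain-specific H3K4me3 without DMC1 was found at 24 B6 PRDM9 peaks, 1.28% of class 1 (interval 0.819 to 1.89%), and at 404 RJ2 peaks, 5.58% of class 1 (interval 5.07 to 6.14%). The widest in B6 measures 712 bp and lies in an intron of Ggnbp1 on chromosome 17 from 27141648 to 27142359, and the widest in RJ2 measures 2391 bp and is intergenic on chromosome 17 from 27454975 to 27457365. Of class 1d peaks, 4 in B6 (16.7%) and 51 in RJ2 (12.6%) were within 1 kb of a transcription start. Their number rests on the part of the DMC1 interval that counts. When the DMC1 centre had to lie in the PRDM9 interval, class 1d held 116 B6 and 661 RJ2 peaks, and with whole DMC1 intervals 18 and 339.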

### PRDM9 binding sites without recombination activity

Unexpectedly, class 2 PRDM9 binding sites did not show any detectable DMC1 enrichment (Fig. 1E,F; Supplemental Fig. S2B). Therefore, these sites should not correspond to recombination sites, although a faster DMC1 turnover at these sites cannot be excluded. 

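Class 2B peaks of B6 lay no nearer to breaks than random positions do. Their median distance to the nearest B6 DMC1 peak was 65.1 kb, against 61.9 kb after circular shifts (two-sided permutation p = 0.583). B6 class 2A peaks lay nearer, at 49.1 kb against 63.1 kb (two-sided permutation p = 0.002). In RJ2 the median distance was 47.0 kb for class 2B against 61.4 kb, and 43.8 kb for class 2A against 61.9 kb (two-sided permutation p = 0.002 for both, the smallest that the shifts allow). From the absence of DMC1 signal, the paper reasons that class 2 sites should not be recombination sites, while a faster turnover of DMC1 there cannot be excluded. That no class 2 peak overlaps a DMC1 centre holds by the rule of the classes.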

We thus performed an alternative analysis based on GC content evolution, which is entirely independent from technical and molecular issues. Meiotic recombination activity generates GC-biased gene conversion (Duret and Galtier 2009), and this bias leads to increased rates of A:T-to-G:C substitutions. This effect has been detected at mouse recombination hotspots, defined by DMC1 ChIP-seq (Clement and Arndt 2013). GC-biased gene conversion can be measured by estimating the GC content at equilibrium, also named GC* (see Methods). At class 1 sites, a sharp GC* increase was detected at the center of hotspots, defined by PRDM9 binding, specifically in the lineage where the corresponding PRDM9 allele was present (*M. m. domesticus* for PRDM9^Dom2^, *M. m. castaneus* for PRDM9^Cst^) (Fig. 2A). As expected, GC* level was correlated with PRDM9 peak strength (Supplemental Fig. S3A). Conversely, at class 2 sites (and also classes 2A and 2B separately) (Supplemental Fig. S3B), no GC* increase was observed, indicating the lack of detectable historical recombination activity in these genomic regions (Fig. 2B). The absence of GC* increase in class 2 sites was not due to a limited sample size, because a random subsampling of the same number of class 1 peaks still allowed the detection of GC conversion bias (Supplemental Fig. S3C). The subset of class 1d sites in RJ2 samples (527 sites), although devoid of DMC1 enrichment, also showed statistically significant biased GC gene conversion, indicating that these sites are recombination initiation sites (Supplemental Fig. S3D).

**Figure 2.**
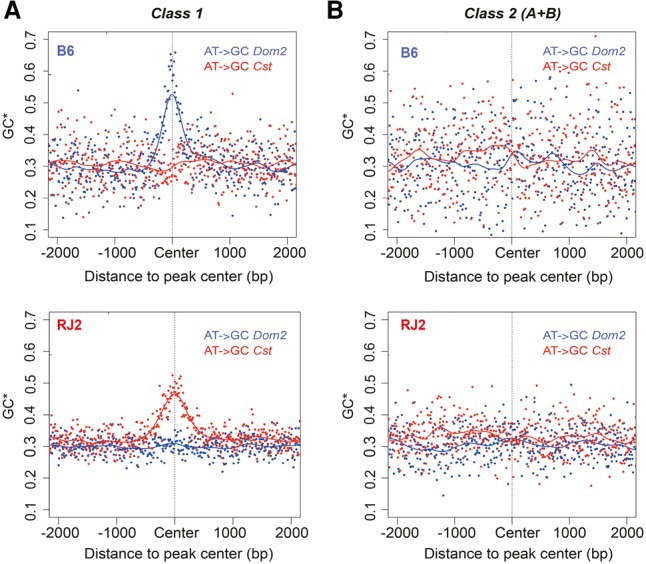
PRDM9 class 1, but not class 2, sites show signatures of GC-biased gene conversion. Points represent the equilibrium GC-content (GC*) estimated from the lineage-specific substitutions aggregated in 10-bp bins from the center of all peaks. GC* in *M. m. domesticus* and *M. m. castaneus* lineages are displayed in blue and red, respectively. Lines were obtained by fitting a cubic smoothing spline. (*A*) GC* centered on PRDM9 class 1 sites in B6 and RJ2 mice. (*B*) GC* centered on PRDM9 class 2 sites in B6 and RJ2 mice; the equilibrium GC-content (GC*) in *M. m. domesticus* and *M. m. castaneus* lineages are not significantly different (Student *P*-value = 0.65 and 0.99 for B6 and RJ2, respectively).

At class 2A sites, H3K4me3 level did not correlate with that of PRDM9, suggesting that this enrichment was catalyzed by other methyltransferases, such as those involved in gene expression regulation (Supplemental Fig. S2G). At these sites, the average H3K4me3 enrichment was higher than that of strain-specific H3K4me3 (Fig. 1F). We thus could not determine whether low PRDM9 methyltransferase activity was present at these class 2A sites.

### H3K36me3 is specifically enriched at recombination sites in a *Spo11*-independent manner

PRDM9 catalyzes H3K36me3 formation in vitro (Wu et al. 2013; Eram et al. 2014), and H3K36me3 enrichment is detected in vivo at the center of mouse hotspots (Davies et al. 2016; Powers et al. 2016). Interestingly, we only detected this PRDM9-dependent H3K36me3 enrichment in class 1 PRDM9 binding sites and not in classes 2A or 2B (Fig. 3).

**Figure 3.**
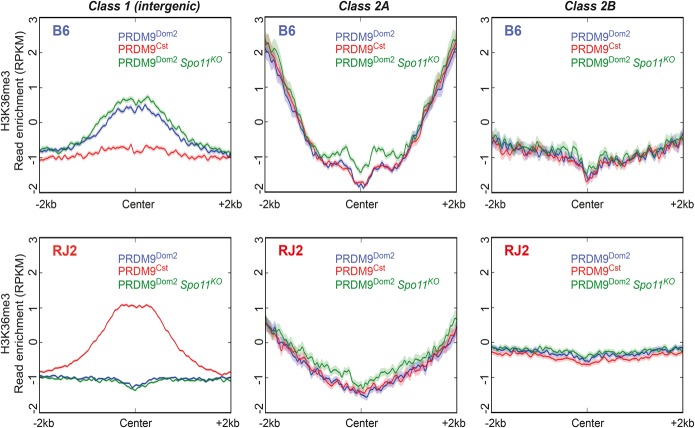
PRDM9-dependent H3K36me3 enrichment in class 1 sites is independent of double-strand break formation. Average and normalized read enrichment (RPKM) of H3K36me3 in B6 (blue), B6 *Spo11*^*KO*^ (green), and RJ2 (red) mice. B6 and B6 *Spo11*^*KO*^ mice have the same PRDM9 allele (*Dom2*). Read enrichments are centered on PRDM9 class 1, 2A, and 2B sites and normalized by subtracting the input read enrichment. Only peaks that overlapped with intergenic regions were considered for class 1 (826 and 3321 sites for B6 and RJ2, respectively) to avoid noise from the H3K36me3 signal specifically found at transcribed genes.

As class 1 sites are also recombination sites, it was important to determine whether H3K36me3 enrichment was dependent on recombination activity. To this aim, we monitored H3K36me3 distribution on chromatin from B6 *Spo11*^tm1M^ (B6 *Spo11*^*KO*^ hereafter) testes, where initiation of recombination activity is abolished. H3K36me3 level at PRDM9^Dom2^ sites was similar in B6 *Spo11*^*KO*^ and B6 samples (Fig. 3), demonstrating that this modification does not rely on SPO11-dependent DSBs. Therefore, H3K36me3 at recombination sites could be directly catalyzed by PRDM9 methyltransferase activity.

### Epigenetic features of non-DSB sites bound by PRDM9

Class 2 sites were not enriched for H3K36me3 around the PRDM9 binding sites, which is compatible with the absence of PRDM9 methyltransferase activity. However, class 2A sites, which are highly enriched in H3K4me3, were enriched in H3K36me3 in the flanking regions outside the center of the PRDM9 peaks (Fig. 3). This might reflect an overlap of PRDM9 binding sites with promoters and the transcriptional activity of the associated genes. Indeed, in B6 and RJ2 testes, 88% and 72% of class 2A sites, respectively, overlapped with promoters (Supplemental Fig. S4A). 

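Class 2A peaks sat at promoters in both strains, more often in B6. Within 1 kb of a transcription start lay 407 of 460 B6 class 2A peaks (88.5%, interval 85.2 to 91.2%) and 296 of 438 RJ2 class 2A peaks (67.6%, interval 63.0 to 71.9%). The same peaks moved by 10 kb gave 12.4% in B6 and 9.36% in RJ2. Class 2A is defined by common H3K4me3, which is itself rich in promoters, so an excess over moved positions is largely set by the class rule and was not taken as a test. Of common H3K4me3 intervals, 35.1% were centred within 1 kb of a start. Intergenic class 2A peaks made up 9.78% in B6 and 16.2% in RJ2. Among 11823 protein-coding genes with common H3K4me3 at a start, 485 (4.10%) had a B6 class 2A peak there and 323 (2.73%) an RJ2 one. Starts are those of the GENCODE annotation of mm9, read from each transcript's end on its strand.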

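Among genes of double-strand break formation and the chromosome axis, listed before the data were examined, 3 of the 19 with common H3K4me3 at their start had a B6 class 2A peak there (15.8%, against 4.08% of 11804 other genes, p = 0.0408, adjusted p = 0.163 over 12 comparisons, Fisher's exact test). They were Sycp1, a component of the synaptonemal complex, with a peak on chromosome 3 from 102739870 to 102740383, Smc1b, a meiotic cohesin, on chromosome 15 from 84962199 to 84962850, where the start of Ribc2 is 4 bp away, and Stag3, another meiotic cohesin, on chromosome 5 from 138721406 to 138721822. In RJ2, 1 of the 19 had a class 2A peak, Spo11 itself, on chromosome 2 from 172805371 to 172805860, 266 bp from its start (Fisher's exact test, adjusted p = 1). Of 8 splicing and housekeeping genes, 2 had a B6 class 2A peak, Rbm39 and Rplp0, the latter on chromosome 5 from 116009292 to 116009545 (25.0%, Fisher's exact test, adjusted p = 0.163), and 0 an RJ2 one. Genes of insulators and cohesin had 0 of 4 in both strains, and spermatogonial genes 0 of 1. No gene of Sertoli and Leydig cells had common H3K4me3 at its start, so that list could not be tested. The genes named in the figures, Rbm39 and Ciapin1, were chosen by the study on these samples.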

To assess histone mark enrichment in class 1, 2A, and 2B sites, we took advantage of available ChIP-seq data for several histone marks in B6 mice: H3K27me3, H3K27ac, and H3K4me1 in spermatocytes from Hammoud et al. (2014); lysine crotonylation (Kcr) in spermatocytes from Tan et al. (2011); and RNA polymerase II (Pol2) in whole testis (Mouse ENCODE Project) (Yue et al. 2014). Class 2A sites from B6 mice and also from RJ2 mice, although to a lesser extent, were strongly enriched in marks associated with active promoters (Supplemental Fig. S4B). The enrichment was centered on the PRDM9 peak. However, class 2B sites were devoid of any significant epigenetic feature. Moreover, genomic features (promoter, genic, and intergenic regions) were stochastically distributed within this class (Supplemental Fig. S4A).

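In RJ2, class 2B peaks were shifted toward promoters, and in B6 neither the promoter nor the intergenic share differed from that 10 kb away. In RJ2, 320 of 2449 class 2B peaks (13.1%, interval 11.8 to 14.5%) lay within 1 kb of a transcription start, against 7.96% after the move (Fisher's exact test, adjusted p = 1.98e-08), and 923 (37.7%) were intergenic, against 41.8% (adjusted p = 0.00886). In B6, 26 of 260 lay near a start (10.0%, interval 6.64 to 14.3%), against 6.54% (Fisher's exact test, adjusted p = 0.385), and 167 (64.2%) were intergenic, against 56.5% (adjusted p = 0.189). In B6, 67 peaks (25.8%) lay in genes outside promoters, against 36.9% after the move, a share that was not tested. The B6 shares rest on 260 peaks.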

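Class 2A peaks were centred in GC-rich, CpG-rich DNA, above all in B6. The median GC content of their central 200 bp was 61% in B6 and 54.5% in RJ2, against 45.3% and 46% for the same peaks moved by 10 kb. The ratio of observed to expected CpG was 0.833 in B6 and 0.484 in RJ2, against 0.191 and 0.179. By both measures 308 B6 class 2A peaks (67.0%, interval 62.5 to 71.2%) and 95 RJ2 class 2A peaks (21.7%, interval 17.9 to 25.8%) were centred in island-like DNA, that is GC of at least 55% and a ratio of at least 0.65, against 1.60% 10 kb away in RJ2. The class rule asks for common H3K4me3, which is rich in CpG islands, so part of this excess follows from it. Counted as an overlap with CpG islands of at least 500 bp called on the genome, the shares were 82.0% in B6 and 53.4% in RJ2, so the RJ2 value depends on the definition. The annotated islands that the paper used were not used here.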

Consistent with the epigenetic marks observed at class 2A sites, these sites were characterized by high CpG density, and most of them overlapped with CpG islands (85% and 53% in B6 and RJ2, respectively). Conversely, class 1 and class 2B sites rarely overlapped with CpG islands (∼1% and ∼6%, respectively). 

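RJ2 class 1 centres were poorer in island-like DNA than positions 10 kb away. In B6, 5 of 1881 class 1 peaks (0.266%, interval 0.0864 to 0.619%) were centred in it, against 0.797% (Fisher's exact test, p = 0.0409, adjusted p = 0.0511), and in RJ2 15 of 7234 (0.207%), against 0.719% (adjusted p = 1.54e-05). Class 2B peaks were richer in it, with 19 of 260 in B6 (7.31%, interval 4.46 to 11.2%), against 1.15% (Fisher's exact test, adjusted p = 0.00112), and 84 of 2449 in RJ2 (3.43%, interval 2.74 to 4.23%), against 1.55% (adjusted p = 6.06e-05), adjusted over 10 comparisons. With called islands, 0.904% of B6 and 0.788% of RJ2 class 1 peaks and 6.92% and 7.51% of class 2B peaks overlapped one, and B6 class 1 peaks did not differ from moved positions (Fisher's exact test, adjusted p = 0.780).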

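Chromosomes rich in CpG islands were rich in class 2A peaks. The class rule asks for common H3K4me3, which is rich in islands. Called islands were overlapped by 82.0% of B6 and 53.4% of RJ2 class 2A peaks. A positive relation for class 2A is thus largely set by the class rule. Across the 20 chromosomes with peaks, class 2A peaks per Mb followed called islands per Mb with Pearson's r = 0.859 in B6 (permutation p = 1.00e-05, the smallest possible, adjusted p = 2.00e-05) and Spearman's rho = 0.795 (permutation p = 7.00e-05, adjusted p = 1.40e-04). In RJ2, r was 0.851 (adjusted p = 2.00e-05) and rho 0.847 (adjusted p = 6.00e-05). Without chromosomes 11 and X, which lie farthest from the median number of islands per Mb, r was 0.710 in B6 and 0.759 in RJ2. Adjustment covers the 6 relations of 3 classes in 2 strains. Chromosomes are not independent samples of mice. Class 2A peaks took their highest share of PRDM9 peaks on chromosome 7 in both strains, 30.0% in B6 and 8.26% in RJ2.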

We examined the density of class 2A sites per chromosome and detected a strong positive correlation with CpG islands (Supplemental Fig. S4C). Class 2B sites showed similar patterns, whereas the density in class 1 sites was largely independent of the CpG island content, at the resolution of 1 Mb (Supplemental Fig. S4C). 

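For class 2B, Pearson's r with islands per Mb was 0.629 in B6 (permutation p = 0.00294, adjusted p = 0.00441) and 0.853 in RJ2 (adjusted p = 2.00e-05), with Spearman's rho of 0.668 (adjusted p = 0.00291) and 0.859 (adjusted p = 6.00e-05). Without chromosomes 11 and X, r was 0.608 and 0.839. For B6 class 1, r was 0.298 (adjusted p = 0.200) and rho 0.116 (adjusted p = 0.625), and r turned to -0.245 without those chromosomes. For RJ2 class 1, r was 0.593 (adjusted p = 0.0100) and rho 0.444 (adjusted p = 0.0600), but r dropped to 0.238 without chromosomes 11 and X, so the relation rests on them.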

We analyzed the distribution of sites along chromosomes within 10-Mb windows and detected a nonstochastic distribution of PRDM9^Cst^ class 1 sites as shown for Chromosome 1 (Supplemental Fig. S4D). 

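RJ2 class 1 peaks were unevenly spread. Over 255 full windows of 10 Mb their number had a mean of 27.2 and ranged from 1 to 56, with a variance 4.58 times the mean, where 1000 uniform placements reached at most 1.28 (one-sided permutation p = 0.001, the smallest possible). On chromosome 1 the 20 windows held 6 to 39 class 1 peaks, with 6 from 110 to 120 Mb and 39 in each of the 2 fullest windows. B6 class 1 peaks, fewer in number, had a mean of 7.06 per window and a variance 2.99 times the mean (one-sided permutation p = 0.001).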

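Windows with many RJ2 class 1 peaks also held many class 2B peaks. Over 275 windows of 10 Mb, Spearman's rho was 0.711, where circular shifts of class 2B gave a median of 0.249 (95% range 0.148 to 0.365, two-sided permutation p = 0.002, the smallest possible). On chromosome 1 alone rho was 0.886 over 20 windows. The window with the most class 2B peaks, chromosome 4 from 130 to 140 Mb, held 73 of them and 30 class 1 peaks, and the one with the most class 1 peaks, chromosome 6 from 110 to 120 Mb, held 56 of them and 20 class 2B peaks. Given the number of common H3K4me3 intervals in each window the partial rho was 0.361 (two-sided permutation p = 0.002), and given the number of CpG dinucleotides as well it was 0.171 (two-sided permutation p = 0.042). Windows along a chromosome are not independent, which the shifts keep.

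**Figure D2:**
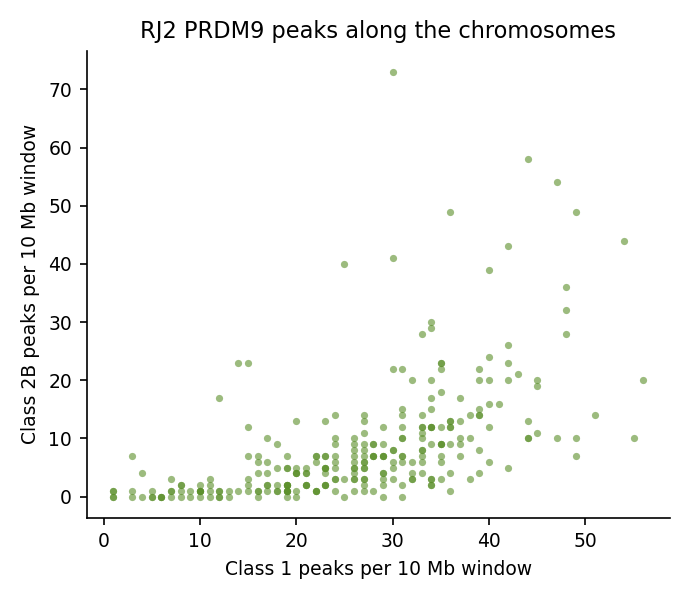
Number of RJ2 class 2B peaks (vertical axis) against the number of RJ2 class 1 peaks (horizontal axis) in each 10 Mb window, 1 point per window. Numbers rise together across 275 windows, with a rho of 0.711.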

Interestingly, the distribution of PRDM9^Cst^ class 2B sites on Chromosome 1 was similar, and the genome-wide distribution of class 1 sites correlated with that of class 2B sites, reaching a correlation coefficient of 0.71 for 10-Mb window size (Supplemental Fig. S4D). 

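RJ2 class 2A peaks followed class 1 with a rho of 0.465 over 10 Mb windows (two-sided permutation p = 0.002, shifts 0.0758 to 0.283). In B6, class 2A gave 0.343 (two-sided permutation p = 0.002, shifts 0.0132 to 0.235) and class 2B 0.265 (two-sided permutation p = 0.028, shifts 0.0147 to 0.246). The B6 class 2B value no longer passed with windows moved by 5 Mb (two-sided permutation p = 0.114) or given RJ2 DMC1 numbers, a setting chosen after the data were seen (0.191, p = 0.086). When RJ2 class 1 and class 2B peaks were drawn at random down to the numbers of B6, 1881 and 260, the median rho over 1000 draws was 0.376 (95% range 0.287 to 0.458), and 10 draws were at or below the B6 value. Drawn to the 438 peaks of RJ2 class 2A, class 2B gave 0.545 (95% range 0.480 to 0.602), and 6 draws were at or below the class 2A value. Given common H3K4me3 numbers, the partial rho no longer passed the test for RJ2 class 2A (0.0466, p = 0.298), B6 class 2A (0.121, p = 0.310) or B6 class 2B (0.120, p = 0.498).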

The correlation between PRDM9^Cst^ class 1 and class 2A was weaker, as well as the one observed for the analysis of B6 sites likely due to small sample size (Supplemental Fig. S4D).

### PRDM9 is recruited to non-DSB sites that do not contain its DNA binding motif

At mouse DMC1 binding sites, consensus motifs that partially overlap with the in silico prediction of the zinc finger domain specificity for the *Prdm9*^*Dom2*^ allele have been identified (Smagulova et al. 2011; Brick et al. 2012). Similarly, PRDM9^Cst^-specific H3K4me3 sites overlap with a consensus motif for the *Prdm9*^*Cst*^ allele (Baker et al. 2014). Therefore, we asked whether consensus motifs were present in each PRDM9 binding site class. 

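Class 1 peaks of each strain carried the motif of their own PRDM9 allele. A matrix learned from 916 B6 class 1 peaks on odd-numbered chromosomes (consensus AGNTGCTGCTGCCNTNT) was found within 100 bp of the centre in 477 of 965 B6 class 1 peaks on the other chromosomes (49.4%, interval 46.2 to 52.6%), against 1.87% 10 kb away (Fisher's exact test, adjusted p = 4.75e-148). A matrix learned from 3727 RJ2 class 1 peaks (consensus GNCTNTGNCTTTGNCTTTTCC) was found in 1347 of 3507 (38.4%, interval 36.8 to 40.0%), against 2.20%. The B6 matrix was found in 2.08% of RJ2 class 1 peaks (Fisher's exact test, adjusted p = 1) and the RJ2 matrix in 1.87% of B6 class 1 peaks (adjusted p = 1). With 1 round of learning, 6 rounds and a higher limit, settings chosen after the data were seen, the RJ2 share was 22.8%, 56.0% and 23.4%, and with the higher limit the B6 share was 31.9%. Adjustment covers 30 comparisons, and the matrices' score limit was set at the 98% quantile of shifted sequences.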

We identified a motif that matched the previously identified motifs (Supplemental Fig. S5A,B) in both PRDM9^Dom2^ and PRDM9^Cst^ class 1 sites, but not in class 2 peak DNA sequences. We then investigated the presence of PRDM9 class 1 consensus motifs in all identified peaks and found that their position overlapped with the center of the PRDM9 peak in class 1 sites (Fig. 4). Conversely, we did not find any significant enrichment for class 1 consensus PRDM9^Dom2^ or PRDM9^Cst^ motifs in class 2A and 2B peaks (Fig. 4). This method was sensitive enough to also detect the presence of PRDM9^Dom2^ or PRDM9^Cst^ motifs in class 1d peaks where the DMC1 signal was undetectable (Supplemental Fig. S5C). These observations strongly suggest that PRDM9 does not bind to class 2 sites through its zinc finger domain or at least not via the zinc fingers involved in recombination site specification. 

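Where the learned matrix matched a class 1 peak, its match lay a median of 30.5 bp from the peak centre for PRDM9 Dom2 in B6 and 28.5 bp for PRDM9 Cst in RJ2, within the 100 bp searched to each side. The shorter word GGTGCTGCT with at most 1 mismatch was present in 532 B6 class 1 peaks (28.3%, interval 26.3 to 30.4%), against 6.06% after the move by 10 kb (Fisher's exact test, adjusted p = 3.75e-76). TGNCTTTGCCT was present in 865 RJ2 class 1 peaks (12.0%, interval 11.2 to 12.7%), against 4.16% (Fisher's exact test, adjusted p = 1.25e-67). The RJ2 peak on chromosome 7 from 73650972 to 73651423 holds TGGCTTTGACT from 73651203 to 73651213, with 1 mismatch. It lies in the window labelled chromosome 7 in Fig. 5D, where the lists hold no B6 or *Spo11* KO PRDM9 peak. That figure shows sites found in *Spo11* KO mice, so this RJ2 peak was not taken as the site drawn. A B6 class 2B peak found again in *Spo11* KO mice lies on chromosome 8 from 73656924 to 73657168.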

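The PRDM9 Dom2 word was more frequent in both kinds of class 2 peaks of B6 than 10 kb away, though less frequent than in class 1. It was present in 57 of 460 class 2A peaks (12.4%, interval 9.52 to 15.8%), against 4.35% (Fisher's exact test, adjusted p = 4.89e-05), and in 51 of 260 class 2B peaks (19.6%, interval 15.0 to 25.0%), against 2.69% (adjusted p = 1.66e-09). In RJ2, the PRDM9 Cst word was present in 26 of 438 class 2A peaks (5.94%), against 4.79% (Fisher's exact test, adjusted p = 0.716), and in 131 of 2449 class 2B peaks (5.35%), against 5.02% (adjusted p = 0.815). The PRDM9 Dom2 word was also present in 10.3% of RJ2 class 2B peaks, against 5.96% (Fisher's exact test, adjusted p = 1.45e-07), and in 10.8% of *Prdm9* KO peaks, against 5.69% (adjusted p = 1.66e-09). The learned PRDM9 Dom2 matrix matched 8.85% of B6 class 2A peaks on the other chromosomes, against 2.08% (Fisher's exact test, adjusted p = 0.0192), and 13.3% of class 2B peaks, against 0% (adjusted p = 5.19e-05). With a higher limit, chosen after the data were seen, these shares were 5.21% and 6.25%. The PRDM9 Cst matrix matched 11.7% of RJ2 class 2A peaks, against 5.03% (Fisher's exact test, adjusted p = 0.0794), and 4.17% of class 2B peaks, against 3.04% (adjusted p = 0.336). With the higher limit it matched 2.34% of RJ2 class 2B peaks, against 0.347% (Fisher's exact test, adjusted p = 1.82e-04). The PRDM9 Dom2 matrix matched 5.38% of RJ2 class 2B peaks, against 2.69% (Fisher's exact test, adjusted p = 0.00669). It matched 2.60% with the higher limit, against 0.694% (Fisher's exact test, adjusted p = 0.00213). In *Prdm9* KO peaks it matched 3.52%, against 1.67% (Fisher's exact test, adjusted p = 0.0285). There it did not pass with the higher limit (Fisher's exact test, adjusted p = 0.773) or 6 rounds (Fisher's exact test, adjusted p = 0.776). From its own search, the paper proposes that PRDM9 does not bind class 2 sites through the zinc fingers that specify recombination sites.

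**Figure D3:**
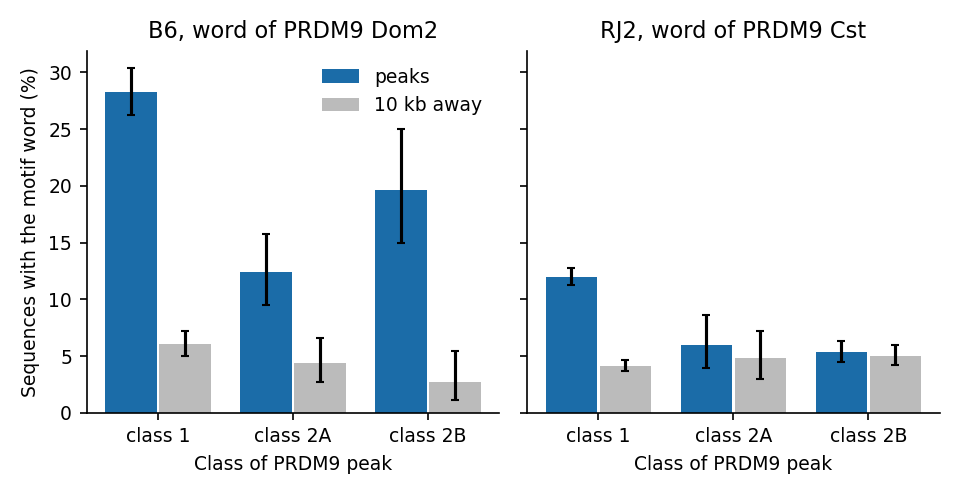
Share of peaks with the word of the strain's own PRDM9 allele (percent, vertical axis) in class 1, 2A and 2B of B6 and RJ2, beside the same peaks moved by 10 kb, with 95% Clopper-Pearson intervals as error bars. In B6 class 2B the share is 19.6% at peaks and 2.69% after the move, and in RJ2 class 2B 5.35% and 5.02%.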

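Class 1d peaks carried the motif of their own allele about as often as class 1a peaks. The PRDM9 Dom2 word was present in 9 of 24 B6 class 1d peaks (37.5%, interval 18.8 to 59.4%), against 8.33% 10 kb away (Fisher's exact test, p = 0.0363), and in 27.6% of class 1a peaks. The PRDM9 Cst word was present in 54 of 404 RJ2 class 1d peaks (13.4%, interval 10.2 to 17.1%), against 5.69% (Fisher's exact test, p = 2.78e-04), and in 11.9% of class 1a peaks. The learned PRDM9 Cst matrix matched 70 of 195 class 1d peaks (35.9%, interval 29.2 to 43.1%), against 2.05% (Fisher's exact test, p = 1.39e-19). The B6 estimate rests on 24 peaks.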

As class 2A sites overlap heavily with promoters, one may speculate that PRDM9 is recruited to these sites by interacting with some transcription machinery components.

**Figure 4.**
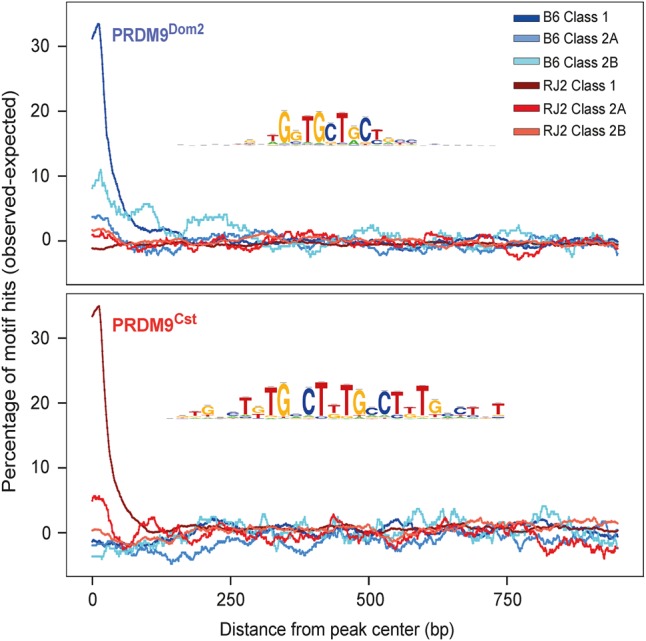
PRDM9 class 1 but not class 2 sites are enriched in PRDM9 allele-specific motifs. Distribution of hits for PRDM9^Dom2^ and PRDM9^Cst^ motifs (each consensus motif is depicted on each graph) along B6 and RJ2 class 1, 2A, and 2B sites from the center of the PRDM9 sites and up to 1 kb of distance. Hits were calculated in a 50-bp sliding window with a 1-bp step.

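CTCF is a zinc finger protein that marks insulators. A matrix learned from 132 B6 class 2B peaks on odd-numbered chromosomes gave the consensus TGGCCACNAGGTGGCGC, which contains the core of the CTCF site. It was found within 250 bp of the centre in 65 of 128 B6 class 2B peaks on the other chromosomes (50.8%, interval 41.8 to 59.7%), against 0 of them 10 kb away (Fisher's exact test, adjusted p = 6.29e-24). It was also found in 23 of 192 B6 class 2A peaks (12.0%), against 3.13% (Fisher's exact test, adjusted p = 0.00669), and in 33 of 965 class 1 peaks (3.42%), against 1.76% (adjusted p = 0.0765). With a higher limit the 3 shares were 39.8%, 6.25% and 1.04%. The start of the learning was the CTCF core word, so the matrix was not found without prior knowledge.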

PRDM9^Dom2^ class 2B sites were enriched in a motif similar to the one recognized by the insulator protein CTCF (Supplemental Fig. S6A; Nakahashi et al. 2013; Pugacheva et al. 2015). 

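The CTCF core CCASYAGRKGGC, where S is C or G, Y is C or T, R is A or G and K is G or T, was present without a mismatch within 250 bp of the centre in 47 of 260 B6 class 2B peaks (18.1%, interval 13.6 to 23.3%), and in 0 of them 10 kb away (Fisher's exact test, adjusted p = 1.08e-14). Matches of the learned CTCF matrix lay a median of 29 bp from the centre of B6 class 2B peaks, against 131 bp in RJ2 class 1 peaks. Of B6 class 1 peaks, 16 (0.851%) held the core, against 0.159% (Fisher's exact test, adjusted p = 0.0130), and of B6 class 2A peaks 14 (3.04%), against 0.652% (adjusted p = 0.0299). With 1 mismatch, a setting chosen after the data were seen, neither passed, at 5.00% against 4.84% in class 1 (Fisher's exact test, adjusted p = 1) and 10.9% against 8.26% in class 2A (adjusted p = 0.543). An exact word finds only part of the sites of a protein. The class 2B peak on chromosome 6 from 40843438 to 40843967 holds CCACCAGGGGGC from 40843722 to 40843733.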

Consistent with this observation, we detected enrichment for the CTCF consensus motif at the center of B6 class 2B sites (Supplemental Fig. S6B). The absolute number of CTCF motif-containing peaks was similar in B6 and RJ2 samples (148 and 259 in B6 and RJ2, respectively, compared with 25 and 38 in randomized controls); however, these sites represented 60% of all class 2B sites in B6 and only 11% in RJ2. 

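The core was present without a mismatch in 27 of 2449 RJ2 class 2B peaks (1.10%, interval 0.728 to 1.60%), against 0.531% 10 kb away (Fisher's exact test, adjusted p = 0.0808), and B6 and RJ2 differed in this share (p = 3.32e-31, adjusted p = 5.53e-31 over 5 comparisons between strains). With 1 mismatch allowed, it was present in 129 B6 class 2B peaks (49.6%, interval 43.4 to 55.9%), against 3.85%, and in 179 RJ2 class 2B peaks (7.31%, interval 6.31 to 8.41%), against 7.96% (Fisher's exact test, p = 0.420). The learned CTCF matrix was found in 62 of 1152 RJ2 class 2B peaks (5.38%), against 2.86% (Fisher's exact test, adjusted p = 0.0118), and with a higher limit in 2.17%, against 1.04% (adjusted p = 0.136). Whether RJ2 class 2B peaks carry more CTCF motifs than their surroundings thus depends on how the motif was searched.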

By coimmunoprecipitation analysis, we revealed that in vivo, PRDM9 interacts with CTCF in testes. This interaction required the presence of DNA and/or RNA because it was lost upon nuclease treatment (Supplemental Fig. S6C). It seems unlikely that PRDM9 interacts directly with a CTCF binding motif because, using in vitro affinity assays, we did not detect any interaction between PRDM9 zinc fingers and a CTCF consensus motif (F Baudat, pers. comm.). Thus, the interaction between PRDM9 and sites containing the CTCF DNA motif could be the result of an indirect interaction between PRDM9 and CTCF. This interaction could involve soluble PRDM9 or PRDM9 bound to its motif (class 1 sites). Both possibilities are compatible with the recovery of DNA sequences containing CTCF motifs by crosslink ChIP. In RJ2, class 2B represented 23% of all sites compared with 9% in B6. It thus appears that these indirect peaks are recovered more efficiently in RJ2 and that they include, in addition to CTCF sites, a significant number of other genomic sites.

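Class 2B peaks grew in share toward the end of both lists. In the first 1300 peaks of the B6 list, 23 (1.77%) were class 2B, and in the first 5060 of the RJ2 list, 551 (10.9%). In RJ2 their share was highest on chromosome 17, at 148 of 422 PRDM9 peaks (35.1%, interval 30.5 to 39.8%), and lowest on the X chromosome, at 21 of 158 (13.3%, interval 8.42 to 19.6%). On chromosome 17 from 10 to 30 Mb, RJ2 had 63 class 2B and 39 class 1 peaks, against 85 and 210 on the rest of that chromosome (Fisher's exact test, p = 6.55e-09, for a region chosen after its values were seen). That region was not tested for the segment of another subspecies that the RJ2 strain carries.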

Our analysis also detected a small number of PRDM9 peaks that were common between the two strains B6 and RJ2 (213 peaks) (Fig. 1B; Supplemental Fig. S7A,B) but absent in *Prdm9*^*KO*^ and that could be sites where PRDM9 binding is not directed by its DNA sequence specificity. Based on DMC1 and H3K4me3 analysis, 27% and 60% of these peaks correspond to classes 2A and 2B, respectively (Supplemental Fig. S7C). Motif search showed the absence of motif enrichment for PRDM9^Dom2^, PRDM9^Cst^, and CTCF (Supplemental Fig. S7D).

### PRDM9 binding is *Spo11* dependent at class 2A, but not at class 1 and class 2B sites

SPO11 is responsible for the formation of meiotic DSBs during the leptotene stage in mice (Baudat et al. 2000; Romanienko and Camerini-Otero 2000). On the other hand, PRDM9-dependent H3K4me3/H3K36me3 enrichment at recombination hotspots does not require *Spo11* (Fig. 3; Buard et al. 2009). Thus, one could hypothesize that PRDM9 binding to DSB sites occurs prior to DSB formation, independently of *Spo11*. Conversely, PRDM9 recruitment to all or some of the noncanonical binding sites might depend on DSB formation catalyzed by SPO11. 

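PRDM9 was mapped by ChIP-seq in testes of B6 *Spo11* KO mice, which form no programmed double-strand breaks and express PRDM9 Dom2, at 13 days after birth. There were 2 ChIP replicates, of 104 M and 117 M mapped read pairs, and 2 inputs, of 104 M and 97 M, read from both ends at 100 bp, with testes of 10 mice per ChIP. The authors called peaks as for B6 and RJ2 and deposited 1 list pooled over replicates, with positions on mm9 and no score. It holds 1070 peaks with a median width of 470.5 bp. The classes of these peaks were assigned here with the DMC1 and H3K4me3 lists of B6, since *Spo11* KO mice have no DMC1 signal to call and the H3K4me3 data of *Spo11* KO mice from another study were not used. The B6 list compared with it is the one without peaks shared with RJ2.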

To evaluate the relationship between the different classes of PRDM9 binding sites and recombination initiation, we monitored PRDM9 binding in B6 *Spo11*^*KO*^ testes. 

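Nearly all class 1 peaks seen without SPO11 overlapped a peak of the B6 list, and few class 2B peaks did. That list lacks the B6 peaks shared with RJ2. The paper counts 942 overlaps with all B6 peaks, so some class 2B overlaps may be missed here. Of the 1070 *Spo11* KO peaks, 923 overlapped a B6 peak (86.3%, interval 84.1 to 88.3%), where circular shifts gave a median of 1 (one-sided permutation p = 0.001, the smallest possible). These were 917 of 990 class 1 peaks (92.6%, interval 90.8 to 94.2%), 1 of 3 class 2A peaks and 5 of 77 class 2B peaks (6.49%, interval 2.14 to 14.5%). Another 25 *Spo11* KO peaks overlapped an RJ2 peak (2.34%), and 13 a *Prdm9* KO peak (1.21%). One class 1 site drawn in Fig. 5D lies in Spnb5 on chromosome 2, where the B6 peak from 119891524 to 119892711 and the *Spo11* KO peak from 119891907 to 119892316 both stand at position 10 of their lists and share the word GGTGCTACT from 119892104 to 119892112.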

We detected 1070 peaks (after filtering out the nonspecific signal that overlapped with B6 *Prdm9*^*KO*^), 88% of which (*n* = 942) overlapped with those mapped in B6 (Fig. 5A), and validated by analysis of the two replicates (see Methods). As B6 *Spo11*^*KO*^ peaks overlapped largely with strong intensity B6 peaks, their lower number could reflect a lower sensitivity of this experiment (Fig. 5B). These peaks could be classified into the three classes of 1, 2A, and 2B, similarly to the analysis of B6 mice (Fig. 5C–F; Supplemental Fig. S8). 

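*Spo11* KO peaks fell on the upper part of the B6 list. When that list was divided into 10 parts of equal size, the share of B6 class 1 peaks found in *Spo11* KO dropped from 179 of 190 (94.2%) in the first part to 15 of 111 (13.5%) in the last. Class 2A peaks were found in none of the 10 parts, although 71 of them stood in the first. Class 2B peaks were few at the top of the list, and 3 of the 15 in the first 4 parts were found. The median interval width fell along the parts from 806 bp to 314 bp, so the order of the list follows width. The order was read as strength, which the list itself does not state.

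**Figure D4:**
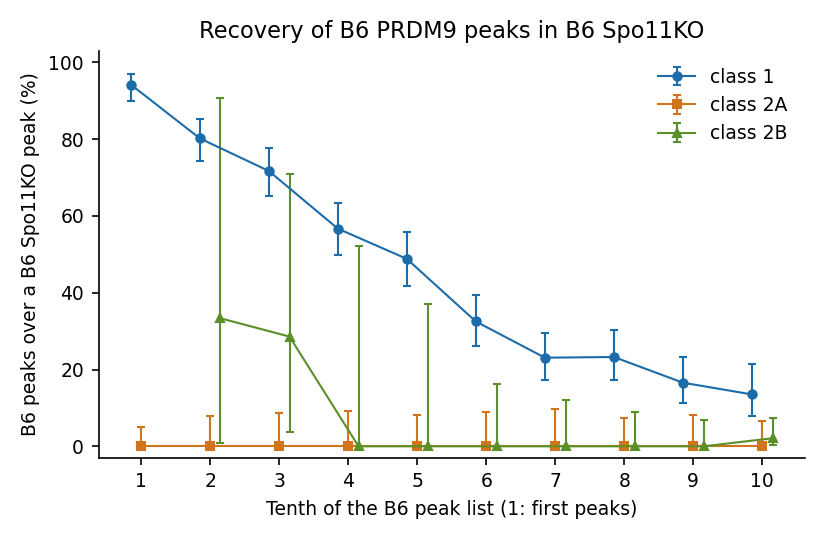
Share of B6 peaks that overlap a *Spo11* KO peak (percent, vertical axis) in 10 parts of the B6 list from top to bottom (horizontal axis), by class, with 95% Clopper-Pearson intervals as error bars. Class 1 falls from 94.2% to 13.5%, and class 2A stays at 0%.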

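Among *Spo11* KO peaks, 905 were class 1a (84.6%), 33 class 1b (3.08%), 47 class 1c (4.39%) and 5 class 1d (0.467%). Class 1 peaks numbered 990 (92.5%, interval 90.8 to 94.0%), class 2A peaks 3 (interval 0.0579 to 0.817%) and class 2B peaks 77 (7.20%, interval 5.72 to 8.91%). The centres of class 1 intervals lay a median of 74 bp from those of B6 DMC1 intervals. The PRDM9 Dom2 word was present in 281 *Spo11* KO class 1 peaks (28.4%), against 4.95% 10 kb away (Fisher's exact test, adjusted p = 8.96e-47).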

The peak distribution in the different classes differed, however, significantly between the B6 and B6 *Spo11*^*KO*^ samples (χ^2^ = 272.26, df = 2, *P*-value <10^−6^). Specifically, class 2A peaks were almost completely absent in B6 *Spo11*^*KO*^ samples (1010 class 1, 1 class 2A, and 59 class 2B sites in B6 *Spo11*^*KO*^, respectively, compared with 1896, 459, and 246 sites in B6) (Figs. 1D, 5F). This difference was not due to the bias toward stronger sites. Indeed, the distribution of the 1070 strongest peaks in B6 (861 class 1, 198 class 2A, and 11 class 2B sites, respectively) was significantly different compared with that of the B6 *Spo11*^*KO*^ peaks (χ^2^ = 431.24, df = 2, *P*-value <10^−6^). 

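The distribution over classes 1, 2A and 2B, 1881, 460 and 260 peaks in B6 and 990, 3 and 77 in *Spo11* KO, differed with a chi-square of 228 (2 degrees of freedom, p = 2.88e-50). The statistic ranged from 224 to 235 over other overlap rules for DMC1 and H3K4me3 and after removal of *Prdm9* KO peaks, and was 98.9 in the widest 50% of both lists. Peaks of 1 list that share mice and libraries are not independent, which this test does not take into account.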

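Of the 3 class 2A peaks of *Spo11* KO mice, none lay over a B6 class 2A peak. The widest, 2308 bp on chromosome 10 from 57675385 to 57677692, is intergenic and 9735 bp from the start of Dux. Another, on chromosome 2 from 102499388 to 102499662, lies in Slc1a2, a glutamate transporter gene, 87 bp from its start, overlaps a B6 class 1 peak, and holds GGTGCTGCC from 102499509 to 102499517. The last, on the X chromosome from 147023291 to 147023549, lies 621 bp from the start of Pfkfb1. The class 2A share of *Spo11* KO peaks was smaller than that of B6 peaks by 17.4 percentage points (two-sided Fisher's exact test, p = 2.68e-69). The Fig. 5D example at Ciapin1 and Coq9, the B6 class 2A peak on chromosome 8 from 97362033 to 97362585, had no *Spo11* KO peak.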

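Taking the 1070 widest B6 intervals as the strongest gave 888 class 1, 151 class 2A and 31 class 2B peaks, and a chi-square against *Spo11* KO of 167 (2 degrees of freedom, p = 4.54e-37). Class 2A made up 14.1% of them (Fisher's exact test against *Spo11* KO, p = 2.22e-43). Taking the first 1070 peaks of the B6 list gave 856, 199 and 15, and a chi-square of 242 (p = 3.30e-53), with class 2A at 18.6% (p = 2.20e-59). Class 2B made up 1.40% of these first peaks and 7.20% of *Spo11* KO peaks (Fisher's exact test, p = 1.29e-11), while among all B6 peaks its share was higher than in *Spo11* KO, at 10.0% (Fisher's exact test, p = 0.00815).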

We conclude that class 2A sites are *Spo11* dependent. Conversely, class 2B sites in B6 *Spo11*^*KO*^ samples shared the same property as class 2B sites in B6 samples, indicating that these potential indirect interactions between PRDM9 and other genomic sites do not require SPO11.

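No class 2A promoter bound in B6 was found in *Spo11* KO mice. Of B6 peaks, 918 of 1881 in class 1 (48.8%, interval 46.5 to 51.1%), 0 of 460 in class 2A (which allows up to 0.799%) and 5 of 260 in class 2B (1.92%, interval 0.627 to 4.43%) overlapped a *Spo11* KO peak. The difference from class 1 was -48.8 percentage points for class 2A (two-sided Fisher's exact test, adjusted p = 3.75e-115) and -46.9 for class 2B (adjusted p = 3.85e-60), over 2 comparisons. Sycp1, Smc1b, Stag3, Rbm39, Rplp0 and Ciapin1 were among the promoters not found. From the near absence of class 2A peaks in *Spo11* KO, which also held against the strongest B6 peaks, the paper concludes that class 2A sites depend on *Spo11*.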

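Class 2B peaks of the B6 list and of *Spo11* KO mice were mostly different places. The B6 list lacks peaks shared with RJ2, so overlaps with those were not counted. Of the 77 *Spo11* KO class 2B peaks, 5 overlapped a B6 peak, each of class 2B, 21 (27.3%, interval 17.7 to 38.6%) an RJ2 class 2B peak, 12 (15.6%, interval 8.32 to 25.6%) a *Prdm9* KO peak, and 42 (54.5%, interval 42.8 to 65.9%) a peak of none of the 3 other lists. The 5 shared ones lie on chromosomes 1, 6, 8 and 10, among them the intergenic one on chromosome 8 from 73656924 to 73657168. The CTCF core was present in 3 of the 77 (3.90%), fewer than in B6 class 2B (Fisher's exact test, p = 0.00156), and the PRDM9 Dom2 word in 16 (20.8%, interval 12.4 to 31.5%), against 2.60% 10 kb away (adjusted p = 0.00222). The learned PRDM9 Dom2 matrix, chosen after the data were seen, was found in 4 of 37, against 0 (Fisher's exact test, adjusted p = 0.246), and did not pass in its 3 other settings either. Their median width was 465 bp. From their shared properties, the paper reasons that class 2B sites do not need SPO11.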

**Figure 5.**
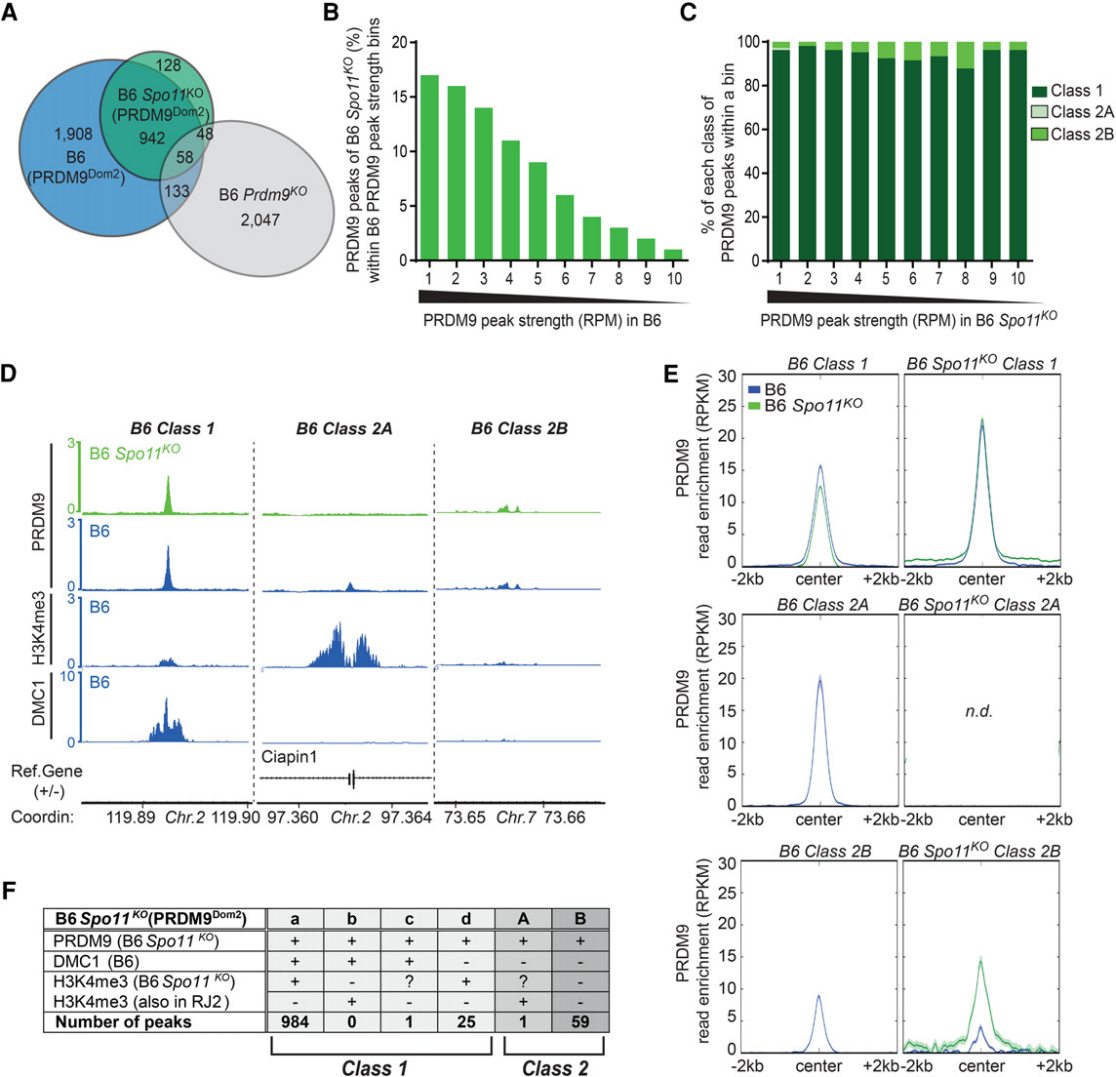
Class 2A, but not class 1 or class 2B, sites are *Spo11* dependent. (*A*) Venn diagram showing the overlap of PRDM9 ChIP-seq peaks from B6 (all 3041 specific and common peaks), B6 *Spo11*^*KO*^ (PRDM9^Dom2^), and B6 *Prdm9*^*KO*^ mice. (*B*) PRDM9 B6 peaks (*Spo11*^+/+^) were binned by strength. In each bin, the percentage of B6 *Spo11*^*KO*^ (PRDM9^Dom2^) overlapping peaks was plotted. (*C*) Distribution of classes into bins of PRDM9 peak strength monitored in B6 *Spo11*^*KO*^ mice. (*D*) Read distribution from PRDM9 ChIP-seq at representative class 1, 2A, and 2B sites found in B6 *Spo11*^*KO*^ mice compared with the read distribution from PRDM9, H3K4me3, and DMC1 ChIP-seq in B6 mice at the same sites. Read distribution was calculated from pooled replicates, in 1-bp windows, and normalized by library size and input. (*E*) Average read enrichment (RPKM) of PRDM9, in B6 and B6 *Spo11*^*KO*^ mice centered on class 1, 2A, and 2B sites of each strain. (n.d.) Not determined (only one class 2A peak was identified in B6 *Spo11*^*KO*^). (*F*) Classification of the PRDM9-positive peaks detected in B6 *Spo11*^*KO*^ mice in subclasses with (+) or without (−) enrichment for DMC1 (measured in B6 mice) and/or H3K4me3 (specifically present in B6 *Spo11*^*KO*^ mice or also present in RJ2). Classes were defined as in Figure 1D. H3K4me3 ChIP-seq data for B6 *Spo11*^*KO*^ (PRDM9^Dom2^) are from Brick et al. (2012) and downloaded from the GEO database (GSE35498).

## Discussion

### Direct evidence of PRDM9 binding at recombination hotspots

We report here the first extensive analysis of the in vivo binding of PRDM9 in two mouse strains that express PRDM9 variants with different zinc finger arrays. We show that PRDM9 binds to two classes of sites: sites at recombination hotspots (class 1) and sites that do not show any sign of recombination (class 2). We also demonstrate that PRDM9 binding to recombination hotspots (class 1 sites) is *Spo11* independent.

The detection of a higher number of PRDM9 binding sites and, in average, a greater strength in the strain expressing PRDM9^Cst^ compared with the one expressing PRDM9^Dom2^, in a *M. m. domesticus* genetic background, suggests interesting differences in PRDM9 properties according to the genetic context. It is unlikely that these very substantial differences in binding site number and strength are due to technical artefacts given the many controls included in the experiments. These differences may reflect a lower in vivo occupancy of PRDM9^Dom2^ motifs compared with PRDM9^Cst^ motifs due to differential affinities of the proteins for their binding sites. However, in vitro binding assays of PRDM9 to DNA sequences from strong hotspots did not reveal any major affinity difference between these zinc finger domains (F Baudat, pers. comm.). This suggests the alternative interpretation that the sites available for PRDM9 binding show, on average, lower affinity for PRDM9^Dom2^ compared to PRDM9^Cst^ in the B6 genome. This effect could be caused by erosion of PRDM9^Dom2^ motifs by gene conversion (Myers et al. 2010; Baker et al. 2015). As the PRDM9^Dom2^ protein is produced in the *M. m. domesticus* C57BL/6 strain and PRDM9^Cst^ is a variant derived from *M. m. castaneus* and not found in *M. m. domesticus* (Buard et al. 2014; Kono et al. 2014), erosion should have, indeed, affected only the PRDM9^Dom2^ sites on the B6 genome present in the analyzed strains.

The level of DMC1 activity (number of sites and reads) was not lower in B6 compared with RJ2 as measured by ChIP-seq. This shows that PRDM9 binding in the B6 strain is not limiting in these conditions and suggests that additional factors that act downstream from PRDM9 binding regulate DSB activity. This is an important feature of DSB regulation that may, in part, explain why hotspots, which were previously identified as sharing the same PRDM9 motif, could have distinct recombination activities (Berg et al. 2011). Mechanistically, one could propose that any step after PRDM9 binding, such as SPO11 recruitment and/or activation, could contribute to this effect.

### Histone modifications associated with PRDM9 binding: a role for DSB activation?

The presence of H3K4me3 and H3K36me3 has been detected at nucleosomes around the center of mouse hotspots; H3K4me3, around the center of human hotspots (Fig. 3; Buard et al. 2009; Grey et al. 2011; Smagulova et al. 2011; Pratto et al. 2014; Davies et al. 2016; Powers et al. 2016). These studies showed that these modifications are PRDM9 dependent and thus are predicted to be catalyzed by PRDM9. Our direct evidence of PRDM9 binding at these sites further supports this hypothesis. Also, as previously shown for H3K4me3 (Buard et al. 2009; Grey et al. 2011), we found here that H3K36me3 at hotspots is not a downstream consequence of DSB formation as it is detected in B6 *Spo11*^*KO*^ mice. H3K36me3 may play a role in specifying DSB formation and/or in DSB repair, as described in somatic cells (Fnu et al. 2011; Carvalho et al. 2014; Pai et al. 2014; Pfister et al. 2014). In somatic cells, H3K36me3 favors DSB repair by homologous recombination through regulation of end processing (Clouaire and Legube 2015), and meiotic DSB repair is specifically channeled toward the homologous recombination pathway (Hunter 2015).

### PRDM9 interacts with a subset of its genomic targets independently of its zinc finger specificity

In class 2 sites, the absence of detectable motifs that share similarity with PRDM9 consensus sequences strongly suggests that the PRDM9 zinc finger array does not interact with DNA, at least not in the canonical way. As these sites do not show the expected features of PRDM9 binding, it was important to exclude the possibility that they may result from technical artefacts. This was done by removing from our analysis peaks that were present in B6 *Prdm9*^*KO*^, as well as peaks common to B6 and RJ2, which could potentially be false positives. The presence of some false-positive peaks, corresponding to recognition of another protein by our anti-PRDM9 antibody, among those selected cannot be formally excluded. This would, however, imply the rather unlikely possibility that their detection is reproducible in the same genotype but not between the two strains. Furthermore, a large fraction of these sites (class 2B) do not overlap with regions of accessible chromatin that were considered as artifacts in some ChIP-seq analyses (Jain et al. 2015). Conversely, class 2A sites, which mainly overlap with promoters and thus with accessible chromatin, were not detected systematically in all experiments as they were absent in B6 *Spo11*^*KO*^.

Interestingly, PRDM9 class 2 sites differ in the RJ2 and B6 strains but contain no identified PRDM9 allele-specific binding motif. Therefore, we hypothesize that their location is somehow indirectly specified by the binding of PRDM9 with class 1 sites that is determined by the PRDM9 zinc finger array. For instance, proximity with a class 1 site could be a necessary feature for class 2 site interaction with PRDM9, and this interaction might, consequently, involve motif-bound PRDM9 rather than soluble PRDM9 (Fig. 6). 

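Class 2A peaks of the B6 and RJ2 lists, from which the authors had removed shared peaks, seldom lay at the same promoter. Of the common H3K4me3 intervals, 492 held a B6 class 2A peak, 467 an RJ2 one, and 3 held both, where independence gives 5.60 (odds ratio 0.530, interval 0.108 to 1.57, Fisher's exact test, p = 0.388). Of genes with common H3K4me3 at a start, 7 had a class 2A peak in both strains where 13.3 would follow from independence (odds ratio 0.511, interval 0.203 to 1.07, Fisher's exact test, p = 0.0861). A common interval with an RJ2 class 2A peak held a *Prdm9* KO peak in 30 cases, against 1.78 for independence (odds ratio 22.0, interval 14.1 to 33.4, Fisher's exact test, p = 6.16e-28), and one with a B6 class 2A peak in 0, against 1.87 (p = 0.271). The removal of overlapping peaks by the authors lowers the number of intervals that can hold both. The paper places part of the removed shared peaks in class 2A. Low sharing between strains thus follows from that step, and these tests cannot decide whether the strains use different promoters.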

We tested this hypothesis; however, we did not detect specific proximity (in base pairs) between class 1 (or DMC1 peaks) and class 2 sites. Therefore, additional factors could contribute to the selection of class 2 sites by PRDM9 bound to class 1 sites such as the three-dimensional chromatin organization. 

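Class 2 peaks lay somewhat nearer to class 1 peaks of their strain than after circular shifts. The median distance was 80.8 kb for RJ2 class 2B, against 128 kb after circular shifts (permutation by shifts, adjusted p = 0.004). For RJ2 class 2A it was 82.0 kb, against 127 kb (permutation by shifts, adjusted p = 0.004). For B6 class 2A it was 399 kb, against 540 kb (permutation by shifts, adjusted p = 0.00533). For B6 class 2B it was 425 kb, against 543 kb (two-sided permutation p = 0.04, adjusted over 4 comparisons p = 0.04). Against other common H3K4me3 peaks, RJ2 class 2A still passed, with a control of 105 kb (permutation p = 0.004). B6 class 2A no longer passed, with a control of 474 kb (permutation p = 0.05). A class 1 peak lay within 10 kb of 9.02% of RJ2 class 2B peaks, against 5.72% after shifts (permutation by shifts, p = 0.002), and of 8.45% of class 2A peaks, against 5.71% (p = 0.034). In B6 the numbers were 6 of 260 class 2B peaks, against 1.54% after shifts (permutation by shifts, p = 0.366), and 6 of 460 class 2A peaks, against 1.52% (p = 0.989). When each RJ2 peak was moved on its own by 10 to 100 kb, the medians after the move were 79.5 kb for class 2B and 84.4 kb for class 2A (permutation by moves, p = 0.402 and 0.545). In B6 such moves are short beside the median distances. In a comparison chosen after the data were seen, all 4 groups were also nearer to class 1 peaks of the other strain than after shifts, so the nearness is not specific to the own allele. The medians were 379 kb for RJ2 class 2B, against 541 kb (permutation by shifts, p = 0.002), 407 kb for RJ2 class 2A, against 539 kb (p = 0.008), 87.1 kb for B6 class 2A, against 130 kb (p = 0.002), and 97.8 kb for B6 class 2B, against 127 kb (p = 0.01).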

Whatever the mode of PRDM9 recruitment to these sites, we can conclude that PRDM9 interaction with these class 2 sites does not provide a proper context for DSB formation as no recombination could be detected at these sites.

**Figure 6.**
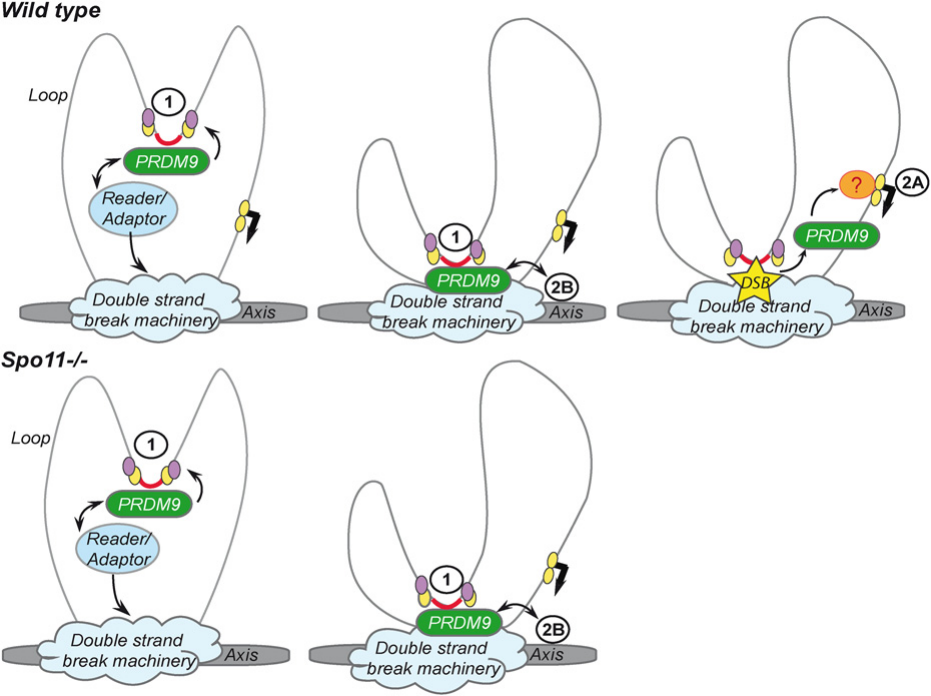
Model of PRDM9 binding dynamics in mouse testes. In early meiotic prophase, when PRDM9 is expressed, chromosomes are predicted to be organized in a characteristic loop-axis structure, shaped by cohesins and other proteins. Some essential components of meiotic DSB formation, such as MEI4 and IHO1, are located as discrete foci on the axis. In wild-type animals, PRDM9, through its zinc finger domain, binds to class 1 DNA motifs (red) that are meiotic recombination hotspots and located in chromatin loops. PRDM9 modifies the surrounding nucleosomes by promoting H3K4me3 (yellow) and H3K36me3 (purple) deposition. Then, a reader or adaptor protein promotes PRDM9 interaction with the DNA double-strand break formation machinery located on the axis. Therefore, PRDM9 can also indirectly interact with DNA sequences near or on the axis. We call these sites PRDM9 class 2B binding sites. SPO11 may be recruited at PRDM9 binding sites before or after the loop-axis interaction. Upon DSB formation, PRDM9 could be displaced and interact with other sites (class 2A that are mainly transcription start sites), possibly through interaction with other unknown factors (question mark). Class 2 sites differ in mouse strains with different PRDM9 alleles. The selection of class 2 sites may depend on their spatial proximity to class 1 sites. In mice deficient for SPO11 (*Spo11*^−/−^ or *Spo11*^*KO*^), PRDM9 binds to class 1 sites and is brought close to the axis, leading to interactions detected as class 2B sites. However, in the absence of SPO11, PRDM9 is not competent or not released in a timely manner to bind to class 2A sites.

### PRDM9 is recruited to promoters in a *Spo11*-dependent manner

Class 2A sites are mainly promoters that are mostly active at the beginning of meiotic prophase (99% are expressed in spermatocytes at leptotene/zygotene) (da Cruz et al. 2016). Their *Spo11* dependency could imply that DSB formation or progression throughout meiotic prophase is required for PRDM9 interaction with these sites. DSBs are induced within and around PRDM9 binding sites (Lange et al. 2016), and this could result in *Spo11*-dependent PRDM9 displacement. We suggest that this displacement leads to PRDM9 interaction with promoters. As mentioned above, we propose that the location of the promoter with which PRDM9 interacts depends on the location of the DSB sites. The molecular nature of this dependency remains to be determined (Fig. 6). It would also be interesting to determine whether PRDM9 is recruited to class 2A sites through interaction with some transcription machinery components at these promoters. Whatever the mechanism leading to these alternative interactions, it also raises the question of their function. They could be a “by-product” of PRDM9 activity as a member of the PRDM family of transcription regulators (Fog et al. 2012), but they might also have a specific, not yet determined function.

### PRDM9 sites compatible with loop-axis interactions

Class 2B sites combine the unexpected properties of PRDM9 binding in a DSB-independent manner without showing the expected consequences of this binding, namely, H3K4me3 and recombination, based on the DMC1 and GC* analyses. The mechanism of PRDM9 interaction with class 2B sites remains to be investigated. CTCF could be involved in PRDM9 interaction with some class 2B sites. We detected the CTCF binding motif in 60% of class 2B sites in the strain expressing PRDM9^Dom2^. 

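Among B6 class 2B peaks, the CTCF motif was about as frequent nearer to the top of the list as nearer to its end. With 1 mismatch allowed, the core was present in 61 of the 130 class 2B peaks nearer to the top of the list (46.9%, interval 38.1 to 55.9%) and in 68 of the other 130 (52.3%, interval 43.4 to 61.1%). The PRDM9 Dom2 word was present in 27 (20.8%, interval 14.2 to 28.8%) and 24 (18.5%, interval 12.2 to 26.2%) of the same groups.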

In our coimmunoprecipitation assays, the PRDM9–CTCF interaction is sensitive to benzonase (Supplemental Fig. S6C). Therefore, it is more likely that this interaction is indirect and involves DNA or RNA. CTCF is an insulator protein that binds to promoters and enhancers, at the border of topologically associated domains (TADs), and its binding sites partially overlap with cohesin binding sites (Ong and Corces 2014). Given the cohesin enrichment along meiotic chromosome axes at the stage of DSB formation (McNicoll et al. 2013), we speculate that a fraction of CTCF could be axis-associated, as reported in somatic cells (Tedeschi et al. 2013). PRDM9 could thus interact indirectly with DNA sequences located on the axis, and the allele specificity of these sites favors a model where PRDM9 molecules bound to class 1 sites are involved in these interactions, as discussed above. An example of such indirect interactions involves the insulator protein BEAF-32 (Liang et al. 2014). According to this model, the class 2B signal uncovered by our analysis reveals an interaction between two genomic loci: one DSB site and one axis-associated region (Fig. 6). 

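RJ2 class 2B peaks lay within genes in 49.2% of cases outside promoters, with a median GC content of 50% in their central 200 bp, against 48% 10 kb away. The widest measures 5400 bp and lies on chromosome 4 from 62156176 to 62161575, 4434 bp from the start of Hdhd3, next to the widest RJ2 class 2A peak, from 62161868 to 62165419. RJ2 intervals wider than 2 kb clustered on chromosome 4 from 62156176 to 62182142, with 6 of them, and on chromosome 17 from 27428589 to 27585962, with 7. Class 2B peaks that overlapped a *Prdm9* KO peak had a median width of 616 bp, and the others 461 bp.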

Other genomic sites that do not include CTCF motifs are recovered through these proposed indirect interactions, particularly in the presence of PRDM9^Cst^. It will be interesting to test whether they are associated with other axis proteins. 

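The rho between RJ2 class 2B and class 1 numbers rose with window size, from 0.295 at 0.5 Mb through 0.405 at 1 Mb and 0.522 at 2 Mb to 0.647 at 5 Mb (two-sided permutation p = 0.002 at each, the smallest that the shifts allow). Shifted lists reached 0.101, 0.154, 0.208 and 0.342 at the highest. On autosomes alone, rho was 0.679 in windows of 10 Mb.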

In the RJ2 strain where the number of sites was the greatest, we could detect a strong correlation between the distribution of class 2B and class 1 sites over 5- to 10-Mbp intervals. This correlation is compatible with a loop-axis interaction involved in PRDM9 binding to these sites, which will lead to spatial constraints between class 1 and 2B sites (Supplemental Fig. S4D). 

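RJ2 class 2B numbers in 10 Mb windows followed DMC1 peaks of both strains, with a rho of 0.596 for RJ2 DMC1 and 0.456 for B6 DMC1, a difference of 0.139 (bootstrap interval 0.0647 to 0.219). They followed common H3K4me3 intervals with a rho of 0.790 and CpG dinucleotides with a rho of 0.822, and RJ2 class 1 peaks themselves followed CpG dinucleotides with a rho of 0.806 (two-sided permutation p = 0.002 for each against shifts). From the correlation of class 2B with class 1, the paper reasons that a loop-axis interaction, with spatial constraints between both kinds of sites, is compatible with it.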

The evidence for loop-axis interaction in *S. cerevisiae* and its role on DSB formation was based on the mapping of axis and DSB sites, and the observation that several proteins essential for DSB formation (Rec114, Mei4, and Mer2, the RMM complex) and DSB repair are located on the chromosome axis. These RMM proteins, as well as axis proteins important for their localization (Hop1 and Red1), are not evenly distributed along chromosomes leading to domains with high or low meiotic DSB activity (Blat et al. 2002; Panizza et al. 2011). It is interesting to note that PRDM9 peak density is not evenly distributed along mouse chromosomes, and it will be interesting to evaluate whether it is related to features of chromosome organization. 

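Every class of PRDM9 peaks was spread less evenly over 10 Mb windows than uniform placement gives. The variance of the number per window was 12.8 times its mean for RJ2 class 2B, 2.79 times for RJ2 class 2A, 1.84 times for B6 class 2A and 1.68 times for B6 class 2B, where 1000 uniform placements reached at most 1.38, 1.36, 1.29 and 1.32 (one-sided permutation p = 0.001 for each, the smallest possible). B6 class 1 numbers followed RJ2 class 1 numbers with a rho of 0.544 (two-sided permutation p = 0.002). The authors had removed peaks shared by both strains from these lists. Of RJ2 class 2B peaks, windows on chromosome 5 from 110 to 120 Mb and from 120 to 130 Mb held 58 and 54.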

Two proteins required for meiotic DSB formation in mice (MEI4 and IHO1) are also located on the chromosomes axis (Kumar et al. 2010, 2015; Stanzione et al. 2016) and may also be unevenly distributed along chromosomes.

In conclusion, by monitoring PRDM9 binding in vivo, we provide unprecedented insights into the molecular interactions associated with meiotic recombination hotspot activity. Our approach highlights the negative effect of hotspot erosion on PRDM9 affinity for DNA. The important level of hotspot erosion in the *M. m. domesticus* C57BL/6 strains suggests that the *Prdm9*^*Dom2*^ allele has been active for many generations in this subspecies. As several steps are needed from PRDM9 binding to DSB formation, it is not surprising that the two events are only partially correlated. This brings interesting questions concerning the additional elements involved, which could include interactions with axis proteins that are predicted to be required for activation of the SPO11/TOPOVIBL complex. Our study provides the first analysis in the mouse suggesting that DSB sites interact with other, possibly axis-associated, genomic regions. Remarkably, we also discovered a new category of PRDM9 binding sites, where PRDM9 binding is *Spo11*-dependent. This finding outlines another challenge concerning the analysis of PRDM9 interaction dynamics during DSB formation and repair.

## Methods

### Mouse strains

The following mouse strains were used: C57BL/6JOlaHsd (B6), B10.MOLSGR(A)-(D17Mit58-D17Jcs11)/Bdm (RJ2) (Grey et al. 2009), B6;129P2-Prdm9^tm1Ymat^/J (B6 *Prdm9*^*KO*^) (Hayashi et al. 2005), and *Spo11*^*tm1M*^. This *Spo11*^*KO/KO*^ strain (hereafter B6 *Spo11*^*KO*^) carries the *Prdm9*^*Dom2*^ allele from the B6 strain (Baudat et al. 2000). RJ2 has a C57BL/10 genetic background, which is highly similar to B6, and expresses *Prdm9*^*Cst*^ (previously named *Prdm9*^*wm7*^). B6 and B6 *Spo11*^*KO*^ express *Prdm9*^*Dom2*^ (previously named *Prdm9*^*b*^). All animal experiments were carried out according to the CNRS guidelines and approved by the ethics committee on live animals (project CE-LR-0812 and 1295).

### Antibodies

Rabbit polyclonal antibodies against PRDM9 were developed as described in the Supplemental Methods. A list of the other antibodies used in this article is in the Supplemental Methods.

### ChIP-seq experiments and analysis

For H3K4me3 and DMC1 ChIP-seq experiments, we used the protocols described by Buard et al. (2009) and Khil et al. (2012), respectively.

Details on PRDM9 and H3K36me3 ChIP-seq experiments are described in the Supplemental Methods. Numbers of uniquely mapped reads are shown in Supplemental Table S1.

### Computational data analysis

For ChIP-seq data processing, reads were mapped to the UCSC build mm9 mouse genome assembly. Peaks were identified from unique and high-quality mapped reads. Detailed procedure and parameters of peak calling and downstream analysis are given in the Supplemental Methods.

### GC-biased gene conversion signature analysis

Substitutions that occurred in the *M. m. castaneus* lineage or in the *M. m. domesticus* lineage were identified by comparison with the *Mus spretus* outgroup. Details are given in the Supplemental Methods.

### Immunostaining

Immunostaining experiments using histological sections and chromosome spreads are detailed in the Supplemental Methods.

### PRDM9 protein extraction, immunoprecipitation, and Western blotting

Nuclear extracts were prepared as described earlier (Dignam et al. 1983). Details for immunoprecipitation and Western blot procedures are described in the Supplemental Methods.

## Data access

The raw and processed sequencing files produced in this study (ChIP-seq data listed in Supplemental Table S1) have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE93955.

## Supplementary Material

Supplemental Material

# Supplementary material for: In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites
**Source:** Genome Res. 2017 Apr;27(4):580–90. doi: 10.1101/gr.217240.116
**Supplement:** Supplemental Material

In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites — Supplemental Material 

# In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_Fig\_S7.pdf
- Supplemental\_Fig\_S8.pdf
- Supplemental\_Fig\_S9.pdf
- Supplemental\_Table\_S1.pdf
- Supplemental\_Information.docx

# Supplementary material for: In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites
**Source:** Genome Res. 2017 Apr;27(4):580–90. doi: 10.1101/gr.217240.116
**Supplement:** Supplemental Material

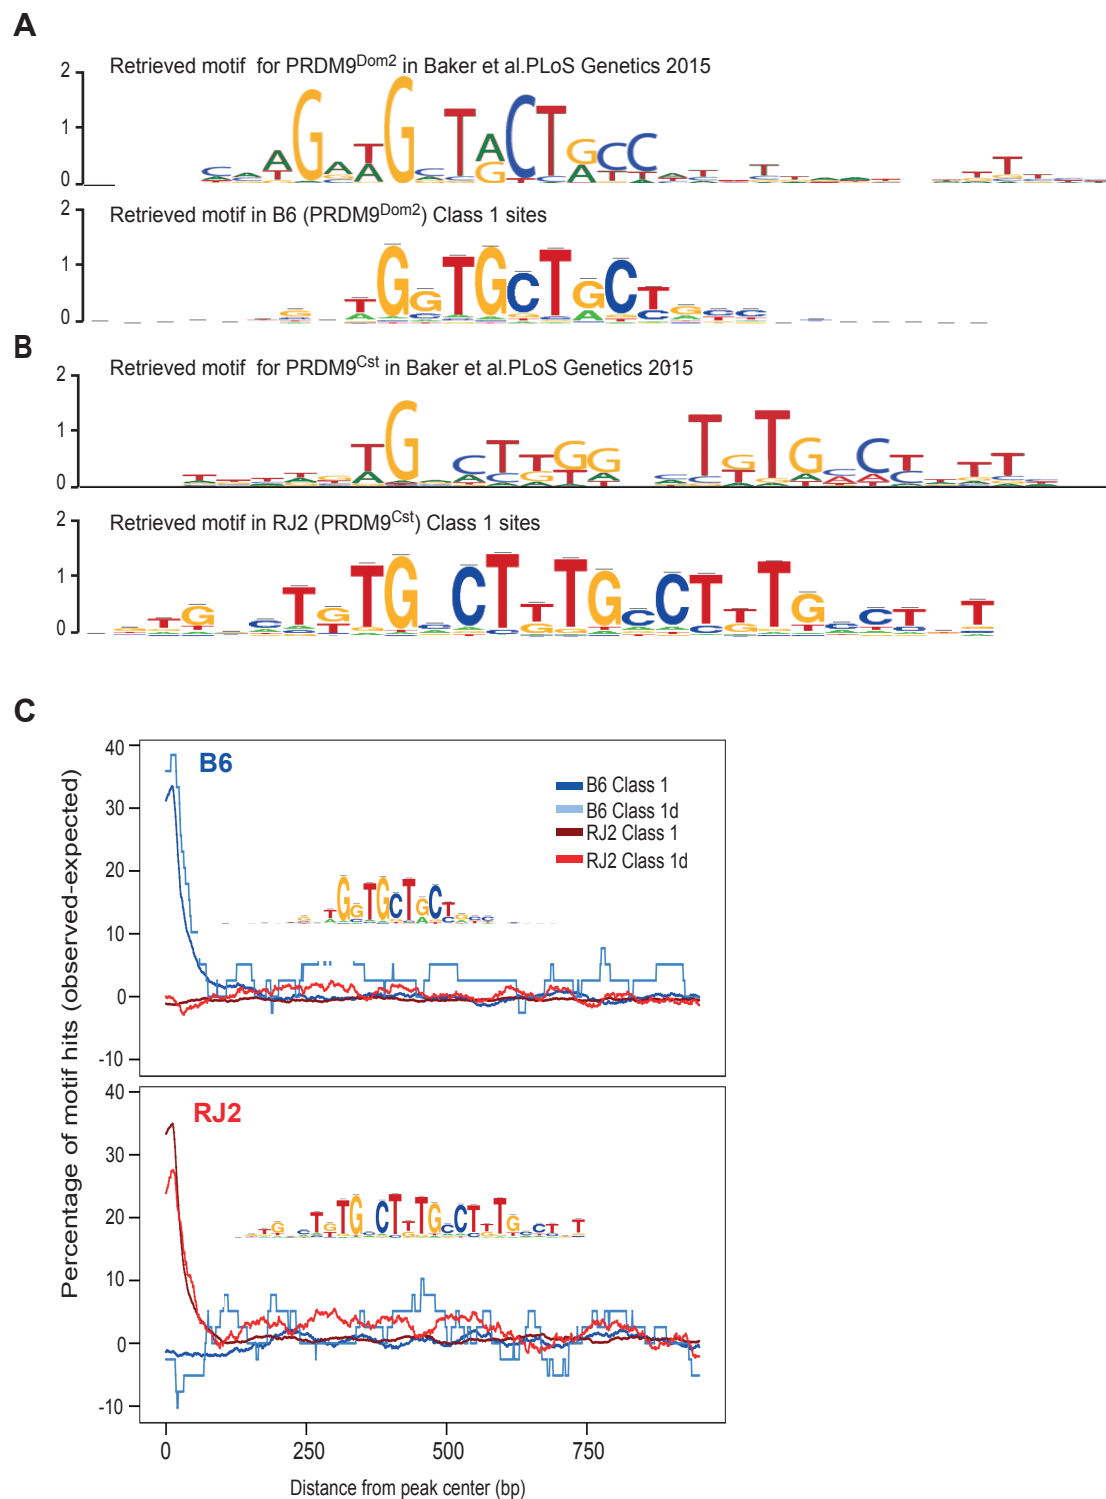

**Supplemental Figure S5** Consensus motifs retrieved in B6 (A) and RJ2 (B) PRDM9 class 1 peaks compared to motifs previously found in (Baker et al. 2015). (C) PRDM9 class 1d are enriched in a PRDM9 allele-specific motif. Distribution of hits to PRDM9 *Dom2* and PRDM9 *Cst* motifs (each consensus motif is depicted on each graph) along B6 and RJ2 class 1 (total) and class 1d sites from the center of the PRDM9 sites to 1kb distance. Hits were calculated in a 50bp-sliding window with a 1bp step.

# Supplementary material for: In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites
**Source:** Genome Res. 2017 Apr;27(4):580–90. doi: 10.1101/gr.217240.116
**Supplement:** Supplemental Material

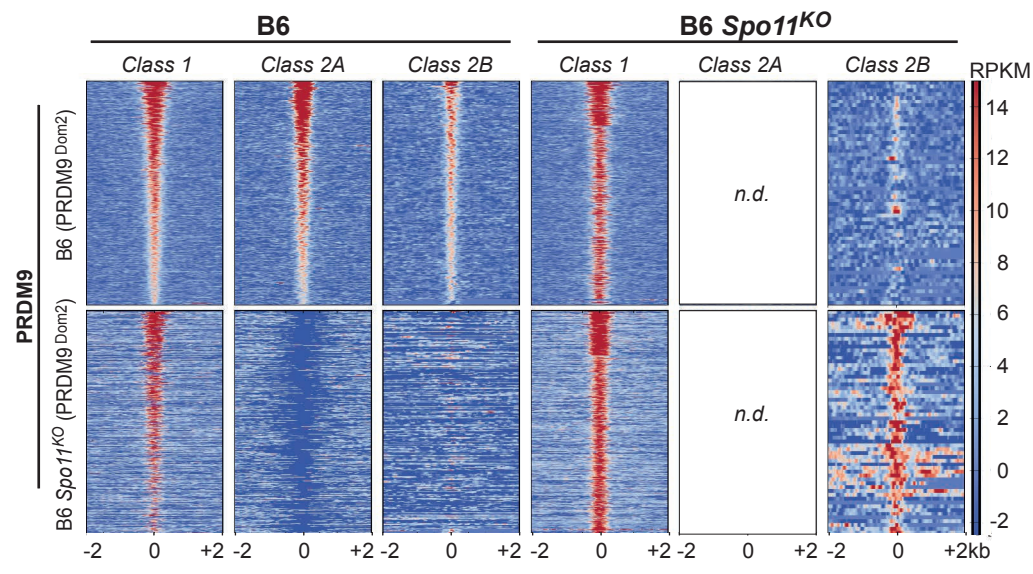

**Supplemental Figure S8** In B6 *Spo11*<sup>KO</sup> mice, class 2A are absent. Heatmaps of PRDM9 read distribution centered on class 1, 2A and 2B PRDM9 peaks in B6 and B6 *Spo11*<sup>KO</sup> mice, n.d. : not determined (only one class 2A peak was identified in B6 *Spo11*<sup>KO</sup> mice).

# Supplementary material for: In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites
**Source:** Genome Res. 2017 Apr;27(4):580–90. doi: 10.1101/gr.217240.116
**Supplement:** Supplemental Material

## Supplemental Figure 9

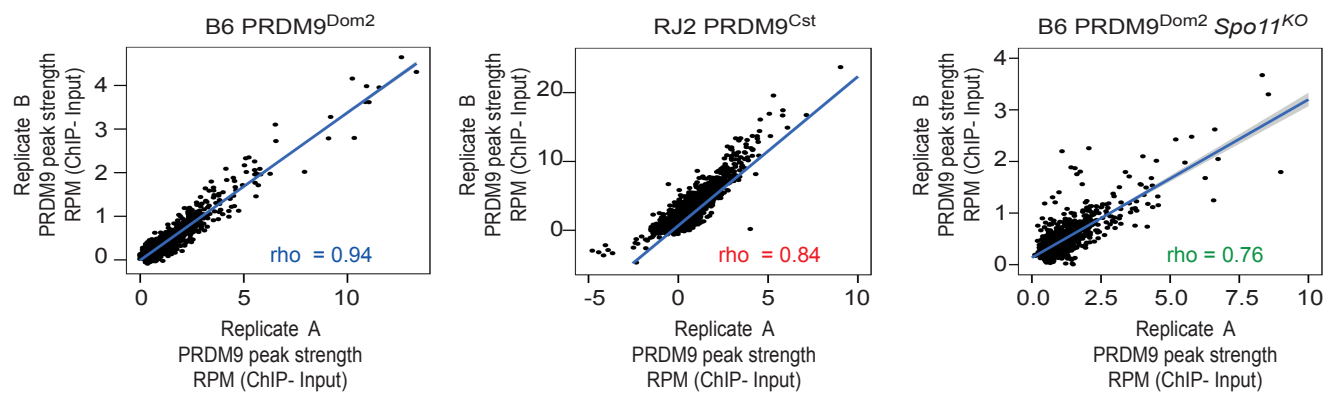

**Supplemental Figure S9** PRDM9 ChIP-seq in B6, RJ2 and B6 *Spo11<sup>KO</sup>* mice are reproducible. Scatter plots of PRDM9 strength (RPM) in replicate A versus replicate B. Left: B6, Middle: RJ2, Right: B6 *Spo11<sup>KO</sup>*.  $\rho$  is the Spearman correlation coefficient.

# Supplementary material for: In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites
**Source:** Genome Res. 2017 Apr;27(4):580–90. doi: 10.1101/gr.217240.116
**Supplement:** Supplemental Material

## Supplemental Table S1

## List of ChIP-seq experiments performed

|             | Antibody | Experiment | Replicate | Sequencing | Read Number | Accession Number |
|-------------|----------|------------|-----------|------------|-------------|------------------|
| B6          | PRDM9    | ChIPseq    | 1         | PE 100bp   | 162Mx2      | GSM2465574       |
| B6          | PRDM9    | Input      | 1         | PE 100bp   | 152Mx2      | GSM2465575       |
| B6          | PRDM9    | ChIPseq    | 2         | PE 100bp   | 168Mx2      | GSM2465576       |
| B6          | PRDM9    | Input      | 2         | PE 100bp   | 158Mx2      | GSM2465577       |
| RJ2         | PRDM9    | ChIPseq    | 1         | PE 100bp   | 94Mx2       | GSM2465578       |
| RJ2         | PRDM9    | Input      | 1         | PE 100bp   | 115Mx2      | GSM2465579       |
| RJ2         | PRDM9    | ChIPseq    | 2         | PE 100bp   | 136Mx2      | GSM2465580       |
| RJ2         | PRDM9    | Input      | 2         | PE 100bp   | 113Mx2      | GSM2465581       |
| B6_PRDM9_KO | PRDM9    | ChIPseq    | 1         | SE 50bp    | 186M        | GSM2465582       |
| B6_PRDM9_KO | PRDM9    | Input      | 1         | SE 50bp    | 154M        | GSM2465583       |
| B6_SPO11_KO | PRDM9    | ChIPseq    | 1         | PE 100bp   | 104Mx2      | GSM2465584       |
| B6_SPO11_KO | PRDM9    | Input      | 1         | PE 100bp   | 104Mx2      | GSM2465585       |
| B6_SPO11_KO | PRDM9    | ChIPseq    | 2         | PE 100bp   | 117Mx2      | GSM2465586       |
| B6_SPO11_KO | PRDM9    | Input      | 2         | PE 100bp   | 97Mx2       | GSM2465587       |
| B6          | H3K4me3  | ChIPseq    | 1         | SE 36bp    | 44Mx2       | GSM2465588       |
| B6          | H3K4me3  | Input      | 1         | SE 36bp    | 46Mx2       | GSM2465589       |
| RJ2         | H3K4me3  | ChIPseq    | 1         | SE 36bp    | 44Mx2       | GSM2465590       |
| RJ2         | H3K4me3  | Input      | 1         | SE 36bp    | 46Mx2       | GSM2465591       |
| B6          | DMC1     | SSDS       | 1         | PE 50bp    | 120Mx2      | GSM2465592       |
| B6          | DMC1     | SSDS       | 2         | PE 50bp    | 142Mx2      | GSM2465593       |
| RJ2         | DMC1     | SSDS       | 1         | PE 50bp    | 122Mx2      | GSM2465594       |
| RJ2         | DMC1     | SSDS       | 2         | PE 50bp    | 126Mx2      | GSM2465595       |
| B6          | H3K36me3 | ChIPseq    | 1         | SE 50bp    | 182M        | GSM2465596       |
| B6          | H3K36me3 | Input      | 1         | SE 50bp    | 153M        | GSM2465597       |
| B6          | H3K36me3 | ChIPseq    | 2         | SE 50bp    | 114M        | GSM2465598       |
| B6          | H3K36me3 | Input      | 2         | SE 50bp    | 173M        | GSM2465599       |
| RJ2         | H3K36me3 | ChIPseq    | 1         | SE 50bp    | 178M        | GSM2465600       |
| RJ2         | H3K36me3 | Input      | 1         | SE 50bp    | 152M        | GSM2465601       |
| RJ2         | H3K36me3 | ChIPseq    | 2         | SE 50bp    | 244M        | GSM2465602       |
| B6_SPO11_KO | H3K36me3 | ChIPseq    | 1         | SE 50bp    | 154M        | GSM2465603       |
| B6_SPO11_KO | H3K36me3 | Input      | 1         | SE 50bp    | 148M        | GSM2465604       |
| B6_SPO11_KO | H3K36me3 | ChIPseq    | 2         | SE 50bp    | 131M        | GSM2465605       |

**Supplemental Table S1** Summary of all ChIP-seq experiments performed, indicating genotype, antibodies, sequencing conditions used, number of mapped reads and accession numbers.

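The table lists the libraries of the study, 32 in all. Of these, 22 lie behind the lists used here, namely PRDM9 ChIP and input of B6, RJ2, B6 *Prdm9* KO and B6 *Spo11* KO, H3K4me3 ChIP and input of B6 and RJ2, and DMC1 ChIP of B6 and RJ2. The other 10, of H3K36me3, were not analysed here.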

# Supplementary material for: In vivo binding of PRDM9 reveals interactions with noncanonical genomic sites
**Source:** Genome Res. 2017 Apr;27(4):580–90. doi: 10.1101/gr.217240.116
**Supplement:** Supplemental Material

Supplemental Material

Supplemental Methods

**Antibodies**

Antibodies against PRDM9 were raised by immunizing two rabbits with recombinant full-length PRDM9^Cst^ protein fused to 6x HIS at the N-terminus. PRDM9 polyclonal serum was then affinity-purified by incubation with PRDM9^Dom2^ recombinant protein immobilized on a nitrocellulose membrane. Guinea pig anti-SYCP3 ([Grey et al. 2009](#_ENREF_3)), rabbit anti-SYCP1 (Abcam, 15090) and mouse monoclonal anti-phospho-Histone H2A.X (Ser139) antibody (Upstate-Milipore, 05-636) were used for immunostaining. For DMC1 ChIP, goat anti-DMC1 (Santa Cruz, C-20) was used and for H3K4me3 and H3K36me3 ChIP rabbit anti-H3K4me3 (Abcam, ab8580) and rabbit anti-H3K36me3 (Diagenode, Premium, C15410192) respectively were used. For co-immunoprecipitation of PRDM9 with CTCF we used rabbit anti-CTCF (Cell signaling, D31H2XPR).

**Nuclei spreads and immunostaining**

Spermatocyte nuclei spreads were performed by the dry down technique as described ([Peters et al. 1997](#_ENREF_8)) and immunostaining was performed as described ([Grey et al. 2009](#_ENREF_3)). PRDM9 affinity purified antibody was used at a dilution of 1:100. For staging experiments in Supplemental Figure S1D the criteria were the following: Only SYCP3 positive nuclei were counted, pre-leptotene nuclei had weak SYCP3 signal and no or very weak γH2Ax signal, leptotene nuclei were positive for γH2Ax but negative for SYCP1, early/mid zygotene nuclei had less than nine fully synapsed chromosomes, late zygotene had nine or more chromosomes fully synapsed and pachytene cells had all chromosomes fully synapsed, excepted for the sex chromosomes.

**Histological cryosections and immunostaining**

Testes were fixed for 40min at room temperature in 4% paraformaldehyde, 100mM NaHPO4 pH7.4, 0.1% Triton, then placed in 30% sucrose overnight at 4°C. The testes were then embedded in OCT and cut in 9µm sections. For immunostaining, sections were dried, washed and then incubated for 30min at room temperature in 10% goat serum, 0,05% Tween, 0.1% Triton. Primary antibodies (anti-SYCP3, dilution 1:200 and anti-PRDM9 dilution 1:50) were diluted in blocking buffer and incubated overnight at room temperature. Secondary antibodies were also diluted in blocking buffer and incubated for 1 hour at room temperature.

**PRDM9 extraction and western blotting**

Nuclear extracts were obtained by Dignam extraction. Briefly, testes were decapsulated and homogenized in 10MM HEPES-Na pH7.4, 320mM sucrose, 2mM PMSF, EDTA-free 1x complete protease inhibitor (Roche, 11873580001), 0.07% β-mercaptoethanol, and centrifuged at 1000g for 10min to remove the cytoplasmic fraction. The pellet was resuspended in a low-salt buffer (20mM Tris-HCl pH7.3 12.5% glycerol 1.5mM MgCl2, 0.2mM EDTA, 20mM KCl, 2mM PMSF, EDTA-free 1x complete protease inhibitor, 0.07% β-mercaptoethanol), and then the same amount of high-salt buffer (20mM Tris-HCl pH7.3 12.5% glycerol 1.5mM MgCl2, 0.2mM EDTA, 1.2M KCl, 2mM PMSF, EDTA-free 1x complete protease inhibitor, 0.07% β-mercaptoethanol) was added dropwise before incubating the extract for 30min at 4°C. The sample was then centrifuged for 30min at 18,000g at 4°C and the supernatant was retrieved. Western blotting was performed as follows: 25µg of extract was loaded on a 7.5% TBX-acrylamide gels (Biorad, 4561023S) and then blotted on nitrocellulose membranes, blocked and incubated o/n at 4°C with affinity purified anti-PRDM9 antibody (1:1000), then with donkey anti-rabbit-HRP conjugated antibody (Jackson, 711-035-152) and visualized with pico ECL substrate (Pearce, Thermo Fisher, 32196).

**Immunoprecipitation of *in vitro* translated PRDM9**

Full length *Prdm9^Dom2^* and *Prdm9^Cst^* were cloned into pET15 (Novagen, EMD Millipore, 69661) to produce His (6x)-tagged fusion proteins. *In vitro* translation was performed as in ([Kumar et al. 2010](#_ENREF_6)). For immunoprecipitation, 4μL of each *in vitro* translated protein was incubated overnight at 4°C in 250μL of HNTG buffer (20mM Hepes, 150mM NaCl, 1% Triton, 10% Glycerol, 1mM MgCl2, 1mM EGTA, protease inhibitor cocktail, Roche) with anti-PRDM9 antibody (1:50 dilution). Next, the samples were incubated for 2 hours with 10µL of protein A dynabeads (Thermo Fisher, 10002D). After five washes with HNTG buffer, samples were loaded on a SDS-PAGE gel which was then fixed, dried and immediately exposed for 72 hours.

**Co-Immunoprecipitation of PRDM9 and CTCF**

Dignam nuclear extracts from juvenile (12dpp or 13dpp) testes were incubated overnight with 0.6µg of antibody (Anti-PRDM9, anti-CTCF or rabbit Serum IgG). Protein-antibody complexes were pulled down with protein G Dynabeads (Thermo Fisher, 10003D). Immunoprecipitated extracts were separated by electrophoresis, blotted and visualized (anti-PRDM9) as described above.

**Chromatin Immunoprecipitation of PRDM9 and H3K36me3**

In order to perform the detection of PRDM9 binding to chromatin in optimal conditions, we purified chromatin from testis of young mice, where the relative abundance of early stages of meiotic prophase is elevated. Indeed, a first wave of entry of spermatogonia into meiosis initiates at 8 days postpartum (8dpp) and spermatocytes progress into meiotic prophase and simultaneously reach the leptotene, zygotene and pachytene stages at approximately 11, 13 and 15dpp such that the proportion of cells at leptotene/zygotene is 55, 41 and 26% at these three ages respectively ([Goetz et al. 1984](#_ENREF_2)).

Testes from ten 13dpp mice were de-capsulated and fixed for 10 min in 1% formaldehyde (4 juvenile mice were used for H3K36me3). After quenching the reaction, tissue was homogenized and a cell suspension was prepared by filtering through a 40µm cell strainer and washing twice in 60mM KCl, 0.5% Triton, 15mM HEPES pH8, 4mM MgCl2, 15mM NaCl, 0.5mM DTT, 1x complete protease inhibitor cocktail EDTA-free (Roche, 11873580001). Cells were lysed in 50mM HEPES pH8, 1% SDS, 1mM EDTA, 1mM PMSF, 1x complete protease inhibitor cocktail EDTA-free for 30 minutes on ice. Sonication was performed to shear chromatin to fragments of about 350 base pairs. Sonicated chromatin was then concentrated eight-fold on 10,000-Vivaspin 4 columns (Sartorius, GH Healthcare, 28932296) and then diluted tenfold in IP buffer: 1% Triton, 50mM HEPES, 150mM NaCl, 1mM EDTA, 1mM PMSF, 1x complete protease inhibitor cocktail EDTA-free (Roche) and pre-cleared with 35µL of protein A-or G-Dynabeads (Thermo Fisher, 10002/3D) for 4h. Chromatin was then incubated overnight at 4°C with 20µg of anti-PRDM9 and with 10µg of anti-H3K36me3. Samples were then incubated for several hours with 100µL of Dynabeads and washed once in each of the following buffers: Wash I; 1% Triton, 150mM NaCl, 20mM HEPES, 0,1% SDS, 1mM EDTA, 1mM PMSF, Wash II; 1% Triton, 500mM NaCl, 20mM HEPES, 0,1% SDS, 1mM EDTA, 1mM PMSF, Wash III; 125mM LiCl, 1% Deoxycholic acid, 1% NP40, 10mM HEPES, 1mM EDTA. Elution was performed for 40 minutes at 65°C in 1% SDS and 100mM NaHCO3 and crosslinking was reversed overnight at 65°C. After incubation with proteinase K, DNA was purified with MiniElute columns (Qiagen, 28004).

**Library construction and sequencing**

Standard library construction was performed with the Illumina TruSeq protocol (Illumina, IP-202-9001DOC). For DMC1 ChIP, an additional step of kinetic enrichment was performed, as described in ([Khil et al. 2012](#_ENREF_5)). Sequencing was performed on a HiSeq2000 (Illumina) or on a Genome Analyzer II (for H3K4me3 ChIP-sequencing experiment)

**Computational Data Analysis**

For PRDM9, H3K4me3 and H3K36me3 ChIP-seq data processing, reads were mapped to the UCSC mouse genome assembly, build mm9, using Bowtie2 (parameters for PE reads: -k2 -no-misc -no-disc ; parameters for SE reads : -k2). The analysis of DMC1 ChIP-seq was performed as described ([Khil et al. 2012](#_ENREF_5)), using their modified BWA algorithm and their customed script, specifically developed to align and recover ssDNA fragments. A filtering step was performed on aligned reads for all ChIP experiments keeping non-duplicated and high-quality uniquely mapped reads with no more than one mismatch per read. To identify enriched regions from biologically replicated samples in PRDM9 and DMC1 ChIP-seq, we used the IDR (Irreproducible Discovery Rate) methodology that has been developed for ChIP-seq analysis and extensively used by the ENCODE and modENCODE projects ([Landt et al. 2012](#_ENREF_7)). We followed the framework developed by Qunhua Li and Peter Bickel's group (https://sites.google.com/site/anshulkundaje/projects/idr). Briefly, this method allows testing the reproducibility within and between replicates by using the IDR statistics. Following their pipeline, peak calling was performed using MACS version 2.0.10 with relaxed conditions (PRDM9: --pvalue1e-2 --mfold 2-50 --bw300 ; DMC1 : --pvalue1e-1 --bw1000 --nomodel --shift400 ) on each of the two replicates, the pooled dataset, and on pseudo replicates that were artificially generated by randomly sampling half the reads twice for each replicate and the pooled dataset. Then IDR analysis was performed and reproducibility was checked. Final peak sets were built by picking up the top N peaks from pooled dataset (ranked by increasing p values), with N defined as the maximum between the peak number below an IDR threshold of 0.01 for pooled dataset and the peak number below an IDR threshold of 0.05 for true replicates, as recommended by the authors. 

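N sets the length of each list before any removal of peaks over *Prdm9* KO peaks or shared between strains. List lengths thus depend on depth, on the reproducibility of the replicates and on these removals as well as on the number of bound sites. The order of the lists is compatible with a ranking, since positions fall with interval width. Spearman's rho between line number and width was -0.773 for B6, -0.755 for RJ2 and -0.353 for *Spo11* KO, across peaks. The DMC1 lists and the *Prdm9* KO list are sorted by position, with rho of 0.00620 for B6 DMC1, -0.00576 for RJ2 DMC1 and 0.0239 for *Prdm9* KO.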

Peak calling for the PRDM9^KO^ ChIP-seq experiment was performed using MACS version 2.0.10 with a relaxed p-value (compared to the highest pvalue of 1e-11 obtained for B6 and RJ2, after IDR analysis) to get the most comprehensive control dataset possible (parameters --pvalue1e-3 --mfold 2-50 --bw300). We then tested the correlation between PRDM9 peak strength of the two replicates for specific peaks of B6, B6 SPO11^KO^ and RJ2 (Supplemental Fig. S9).

H3K4me3 ChIP-seq reads were mapped to the UCSC mouse genome assembly, build mm9, using Bowtie (parameters: -q --best -v 2 -I 100 -X 1000). Peak calling was then performed on three different sets of paired reads (all successfully aligned reads, non-duplicated and successfully aligned reads, uniquely aligned reads without any mismatch) using MACS1.3.7 (parameters: --pvalue=1e-4 --mfold=8 --space=50). The most robust peaks were then defined as the intersect peak calling results from these three sets of paired reads.

All read distribution and peak strength presented in this work were calculated for each experiment on pooled replicates in 1-bp windows by normalizing the signal by the total library size then subtracting input signal.

**Determination of overlapping peaks and classes**

PRDM9 peaks with unspecific signal were first removed from each B6, B6 SPO11^KO^ and RJ2 previously defined peak-set by taking off those having a 1bp-overlap of the interval with peaks called from the B6 PRDM9^KO^ ChIP-seq. 

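The overlap of each deposited list with the *Prdm9* KO list was counted after this step. It was 2 peaks for B6, 252 for RJ2 and 13 for *Spo11* KO (1.21%, interval 0.648 to 2.07%). The *Spo11* KO ones were 12 class 2B peaks and 1 class 1 peak. Of the *Prdm9* KO peaks, 11.2% lay under an RJ2 peak (interval 9.93 to 12.6%), and 94.5% of these were covered in full.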

To test for the presence of H3K4me3 marks and/or of a double strand breaks near PRDM9 binding sites, each previously defined PRDM9 peak-set was overlapped with H3K4me3 and DMC1 peak-sets. PRDM9 peaks were thus overlapped with strain-specific and common H3K4me3 sites, using a 10%-overlap threshold (10% of the PRDM9 peak size has to overlap to get a positive overlap). In addition to our datasets, we also used the H3K4me3 datasets that were previously published as control ([Baker et al. 2014](#_ENREF_1)) for B6 and for B6-Prdm9^CAST-KI^/Kpgn, a strain with a B6 genetic background expressing PRDM9^Cst^ similar to RJ2. Overlaps with DSB hotspot positions were restricted to the central 400bp of DMC1 peaks. 

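The choice of the central 400 bp moved few B6 and RJ2 peaks between the main classes. With whole DMC1 intervals, class 2A held 458 B6 and 437 RJ2 peaks, and class 1a 1656 and 6456. With the DMC1 centre required in the PRDM9 interval, class 2A held 466 and 451, class 2B 268 and 2465, and class 1a 1558 and 6134.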

Classes of PRDM9 binding were then defined as shown in Figure 1D and 5F.

**Analysis of binding motifs**

For each PRDM9 binding class, we looked for specific enriched motifs within 1kb around peak centers using the peak-motifs tool from RSAT (Regulatory Sequence Analysis Tool), with oligo-analysis, position-analysis and local-word-analysis for k-mers of length 6 and 7 turned on. Motifs identified were compared to cisBP mouse, Hocomoco (Mouse Tfs), and JASPAR core non-redundant vertebrate databases. In class 1 sites, we identified specific motifs similar to those previously described ([Smagulova et al. 2011](#_ENREF_9); [Baker et al. 2014](#_ENREF_1)) and constructed the consensus motif using the matrix-clustering tool of RSAT. We then used all the matrices obtained from the peak-motif analysis to scan peaks from each class in each strain to determine motif distribution along peaks. Using a 50bp-sliding windows with a 1bp-step, we counted the number of peaks having at least one match in this window. We choose a p-value lower than 10^-5^, and we normalized by the number of hits found on the corresponding control file (i.e. random distribution of the peak-set in the genome) and by the total number of peaks in the given dataset. Different values for sliding-window, step-size and p-value were tested and led to similar results (data not shown).

**GC-biased gene conversion signature analysis**

Genomic sequences from *M. m. castaneus* (CAST/EiJ) and from *Mus spretus* (SPRET/EiJ) ([Keane et al. 2011](#_ENREF_4)) mapped on the *M. m. domesticus* reference genome assembly were retrieved from <ftp://ftp-mouse.sanger.ac.uk/>. Substitutions having occurred along the *M. m. castaneus* lineage or along the *M. m. domesticus* lineage were identified by comparison with the *M. spretus* outgroup. The equilibrium GC-content (GC*) in a given lineage was computed as:

${GC}^{*}=\frac{u}{u+v}$

where *u* is the AT→GC substitution rate in that lineage (number of AT→GC substitutions per ancestral AT site) and *v* is the GC→AT substitution rate that lineage (number of GC→AT substitutions per ancestral GC site). Student t tests were performed on GC* within peak center ± 250 bp.

**Analysis of peak distribution along chromosomes**

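This measures whether the numbers of 2 classes rise and fall together along chromosomes, whatever their fine positions. Windows were numbered from the chromosome start without overlap, which gave 5289 windows of 0.5 Mb, 2649 of 1 Mb, 1328 of 2 Mb, 539 of 5 Mb and 275 of 10 Mb. Larger windows hold more peaks and so less counting noise, and they are fewer. Shifts stay within chromosomes and so keep differences between chromosomes, and shifted lists of RJ2 class 2B had a median rho of 0.145 in 10 Mb windows of autosomes alone.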

For each PRDM9 binding site class, we determined the peak number within increasing window sizes (0.5Mb, 1Mb, 2Mb, 5Mb, 10Mb) and calculated the correlation between distributions by using the Spearman correlation rank. Distributions along chromosomes were plotted for a window of 10Mb with a 1Mb-step.

Supplemental references

Baker CL, Walker M, Kajita S, Petkov PM, Paigen K. 2014. PRDM9 binding organizes hotspot nucleosomes and limits Holliday junction migration. *Genome Res* **24**: 724-732.

Goetz P, Chandley AC, Speed RM. 1984. Morphological and temporal sequence of meiotic prophase development at puberty in the male mouse. *Journal of Cell Science* **65**: 249-263.

Grey C, Baudat F, de Massy B. 2009. Genome-Wide Control of the Distribution of Meiotic Recombination. *PLoS Biol* **7**: e35.

Keane TM, Goodstadt L, Danecek P, White MA, Wong K, Yalcin B, Heger A, Agam A, Slater G, Goodson M et al. 2011. Mouse genomic variation and its effect on phenotypes and gene regulation. *Nature* **477**: 289-294.

Khil PP, Smagulova F, Brick KM, Camerini-Otero RD, Petukhova GV. 2012. Sensitive mapping of recombination hotspots using sequencing-based detection of ssDNA. *Genome Res* **22**: 957-965.

Kumar R, Bourbon HM, de Massy B. 2010. Functional conservation of Mei4 for meiotic DNA double-strand break formation from yeasts to mice. *Genes Dev* **24**: 1266-1280.

Landt SG, Marinov GK, Kundaje A, Kheradpour P, Pauli F, Batzoglou S, Bernstein BE, Bickel P, Brown JB, Cayting P et al. 2012. ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. *Genome Res* **22**: 1813-1831.

Peters AH, Plug AW, van Vugt MJ, de Boer P. 1997. A drying-down technique for the spreading of mammalian meiocytes from the male and female germline. *Chromosome Res* **5**: 66-68.

Smagulova F, Gregoretti IV, Brick K, Khil P, Camerini-Otero RD, Petukhova GV. 2011. Genome-wide analysis reveals novel molecular features of mouse recombination hotspots. *Nature* **472**: 375-378.

How the deposited data were processed for this re-analysis (not part of the article)

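The data are ChIP-seq experiments on testes of B6 mice, of RJ2 mice, and of B6 mice without *Prdm9* or *Spo11*. The authors deposited lists of peak intervals on the mouse build mm9, and 9 lists were used: PRDM9 in the 4 genotypes, DMC1 in B6 and RJ2, and H3K4me3 common to both strains or specific to 1 of them. The unit of the deposited lists is a peak position, with no score and no read count. Of 32 libraries, 22 lie behind these lists, and the 10 libraries of H3K36me3 were not analysed here. PRDM9 ChIP has 2 replicates in B6 (162 M and 168 M mapped read pairs), in RJ2 (94 M and 136 M pairs) and in *Spo11* KO mice (104 M and 117 M pairs), and 1 in *Prdm9* KO mice (186 M single reads).

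For PRDM9 and DMC1 the authors kept unique reads without duplicates, called peaks with MACS, and chose the number of peaks by the irreproducible discovery rate between replicates, with a relaxed p and a single replicate for *Prdm9* KO. For H3K4me3 they kept peaks called in each of 3 sets of reads. They pooled the replicates, so the lists hold no value per replicate, and intervals given here describe the sampling of peaks, not the spread between mice. H3K4me3 lists of other studies, which the paper also used for the classes, were not used here.

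The lists were read as they are. On the sequence of mm9, 1 *Prdm9* KO peak lay outside the chromosomes used, 1 RJ2 PRDM9 peak was centred in unknown bases, and 0 peaks passed the end of a chromosome. PRDM9 peaks were put into classes 1a to 1d, 2A and 2B by the rule of Fig. 1D, with an overlap of the central 400 bp of a DMC1 peak and H3K4me3 over at least 10% of the PRDM9 interval. Overlaps and distances were compared with 1000 circular shifts of a list within its chromosomes, shares with Clopper-Pearson intervals and Fisher's exact test, widths with permutation tests of 100000 resamples, and numbers in windows of 10 Mb with Spearman's rho against circular shifts. The smallest p that shifts can give is 0.001 on 1 side and 0.002 on 2 sides. Where a p is called adjusted, Benjamini-Hochberg adjustment was made within its family of tests, and other p-values are not adjusted.

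Promoters are positions within 1 kb of a transcription start. CpG-rich centres have a GC content of at least 55% and a CpG ratio of at least 0.65 in the central 200 bp, and islands of at least 500 bp were called on the sequence by the same limits. Motifs were searched as words, and as matrices learned in 3 rounds on odd-numbered chromosomes and scored on the others, with the same peaks moved by 10 kb as the control. Named sites are those in the windows of Fig. 1E and Fig. 5D, the widest interval of each class, the fullest windows, class 2A peaks of *Spo11* KO mice, the chromosomes with the highest and lowest shares, and class 2A peaks at genes of lists written beforehand. Alternatives changed the overlap rules, the peaks kept, the windows, the moves that serve as controls, the motif search and the definition of an island.

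The methods were tested on simulated data. Covered lengths matched a count by base in 500 of 500 intervals, and the class rule gave the planted class to 600 of 600 peaks. Circular shifts called 7 of 200 independent pairs of lists and 200 of 200 pairs with planted overlap. The window correlation called 6 of 100 independent pairs and 96 of 100 pairs with a shared density. The motif word was found in 200 of 200 planted sequences and 0 of 200 others, and the learned matrix in 100 of 100 planted ones. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.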

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

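The tests on *Prdm9* KO peaks, on recovery within parts of the list, on window numbers against DMC1 or given CpG, and between strains were chosen after the result was seen, though for window numbers and class 2B recovery the deciding outcome was written before the test was run, except with B6 DMC1 held fixed.

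RJ2 PRDM9 peaks lay over peaks called without PRDM9 in 252 cases, although the list has the size given in Fig. 1B after such overlaps were removed. Circular shifts reached at most 20, so chance overlap is unlikely, and so are intervals that touch only at their edges, since the median share of the *Prdm9* KO interval covered was 100%. Class 2B peaks over *Prdm9* KO peaks had a median list position of 4418 and other class 2B peaks of 7475 (permutation p = 1.00e-05, the smallest possible), which argues against a weak end of the RJ2 list. No biological explanation was tested.

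Numbers of RJ2 class 2B and class 1 peaks rose together along chromosomes, for which a regional property shared by both PRDM9 alleles is a possible explanation. With B6 DMC1 numbers held fixed the partial rho was 0.613 (bootstrap interval 0.522 to 0.693), above the 0.316 that bounds the range of shifts, which argues against B6 DMC1 density as the whole cause. Class 2B followed RJ2 DMC1 more closely than B6 DMC1 by 0.139 in rho (bootstrap interval 0.0647 to 0.219), between the 2 outcomes set beforehand, so a shared property that B6 DMC1 does not capture and an effect of the own allele cannot be told apart. CpG and promoter density is another, and with both held fixed the partial rho of 0.171 passed the 0.163 that bounds the range of shifts (two-sided permutation p = 0.042). Its bootstrap interval, 0.0306 to 0.305, includes that bound, so density as the whole cause cannot be told apart from a further link.

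B6 class 2A and class 2B peaks were rarely found in *Spo11* KO mice, for which a lower sensitivity of that experiment is a possible explanation. Within 9 parts of the B6 list the odds ratio of recovery against class 1 was 0.0378 for class 2B (interval 0.0132 to 0.108), which a loss of weak peaks alone is unlikely to give. For class 2A, where 0 of 460 were recovered, the upper 95% limit of the odds ratio was 0.00268, which argues against it as well. A dependence of class 2 binding on SPO11 stays open, since the genotypes were separate experiments.

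These results differ between strains, with 5 Fisher's exact tests adjusted together. The CTCF core was present in 18.1% of B6 and 1.10% of RJ2 class 2B peaks (Fisher's exact test, p = 3.32e-31, adjusted p = 5.53e-31). Class 2A peaks lay within 1 kb of a transcription start in 88.5% of cases in B6 and 67.6% in RJ2 (Fisher's exact test, p = 2.08e-14, adjusted p = 2.08e-14). They had CpG-rich centres in 67.0% and 21.7% (Fisher's exact test, p = 8.96e-44, adjusted p = 2.24e-43). The shares of peaks over *Prdm9* KO peaks, 0.0769% in B6 and 2.49% in RJ2, are left by the authors' removal step and are not read as a difference between strains. DMC1 peaks with a PRDM9 peak made up 12.6% in B6 and 44.9% in RJ2. The rho of class 2B with class 1 was higher in RJ2 than in B6 by 0.446 (bootstrap interval 0.323 to 0.574), much of which goes with peak number, since RJ2 peaks drawn to the B6 numbers gave a median rho of 0.376 against 0.265 in B6.

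The paper does not report where the class 2B peaks of *Spo11* KO mice lie in other lists. Of 77, 42 lay over a peak of none of the 3 other PRDM9 lists, where the B6 and RJ2 lists lack peaks shared by both strains. RJ2 class 2B peaks lay under 21 of them.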

How the results depend on the processing

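Tests with learned matrices, 1 mismatch, called islands, list order, CpG numbers, DMC1 density, parts of the list, the nearest DMC1 peak, class 1 peaks of the other strain or the centres of both DMC1 peaks were chosen after the result was seen, and the other settings were fixed before the data were examined. Of 134 alternatives fixed then, 110 left the call as it was, 15 moved the value beyond its interval, 6 weakened and 3 reversed it. Of 116 later ones, 80 left it, 6 moved, 17 weakened, 4 strengthened and 9 reversed it. All alternatives left 38 of 67 results as they were. No paired analysis was possible because the lists are pooled over replicates, and for the same reason leaving out each replicate and the replicate block were not run, and limits set by depth were not tested. The cause of the changes was not tested. With 50% overlap, *Prdm9* KO overlap was 0% for B6, 0.0395% for RJ2 and 0% for *Spo11* KO, where *Prdm9* KO intervals (median 238 bp) are mostly too narrow to cover 50% of a PRDM9 interval, and shared DMC1 1.53% (central 400 bp of both 0.887%). In the widest 50% of peaks and then in the first 50% of the list, class 1 made up 81.4% and 80% in B6 and 80.5% and 86.0% in RJ2, class 2B 3.15% and 1.77% in B6 and 15.8% and 10.9% in RJ2, and class 2A 3.70% and 3.06% in RJ2. In the widest 50% of B6 peaks class 2A made up 15.5%. Without peaks over *Prdm9* KO peaks, RJ2 class 1 was 73.1% and class 2B 22.8%, and with 50% H3K4me3 overlap RJ2 class 2A was 3.93%. By list position counted from the end, where a lower value is a later place, B6 class 2A minus class 1 gave -2.05 points (permutation test, adjusted p = 0.159). Strain-specific H3K4me3 with whole DMC1 intervals was 57.1% in B6 and 53.5% in RJ2. The rho of RJ2 class 2B with class 1 kept its call from 0.171 to 0.711. That of B6 class 2B with class 1 no longer passed at 0.263 with moved windows (two-sided permutation p = 0.114), 0.120 given common H3K4me3, 0.106 given CpG as well and 0.191 given RJ2 DMC1. For B6 class 2A it was 0.121 and 0.109, and for RJ2 class 2A 0.0466 and 0.0621, given common H3K4me3 and then CpG as well. Median distances to class 1 minus those of moves by 10 to 100 kb were 6.39 kb for B6 class 2B, 1.21 kb for B6 class 2A, 1.29 kb for RJ2 class 2B and -2.45 kb for RJ2 class 2A, moves that are short beside the B6 distances. To the nearest DMC1 peak B6 class 2B gave 3.18 kb, and against other common H3K4me3 B6 class 2A gave -74.8 kb (permutation p = 0.05, no longer passing). For the CTCF matrix with 3 rounds, 1 round, 6 rounds and a higher limit, peaks minus controls were 1.66, 1.76, 1.66 and 0.622 points in B6 class 1 and -0.485, -0.741, -0.485 and -0.228 in RJ2 class 1. With 1 round it was -0.559 in RJ2 class 2A, and with 3, 1 and 6 rounds 2.52, 3.04 and 2.52 in RJ2 class 2B. With 1 mismatch the core gave 0.159 in B6 class 1, 2.61 in B6 class 2A, -0.871 in RJ2 class 1, -2.05 in RJ2 class 2A and -0.653 in RJ2 class 2B. The Dom2 matrix in *Spo11* KO class 2B gave 10.8, 16.2, 8.11 and 8.11, and the Cst matrix with a higher limit in RJ2 class 2B 2.00. By unadjusted p, called islands gave -0.266 in B6 class 1 and -0.404 in *Spo11* KO class 1.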

Differences from the paper's values

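Tests with called CpG islands, learned matrices, 1 mismatch, list order or the centres of both DMC1 peaks were chosen after the result was seen. Values are said to differ where 1 is more than 1.5 times the other.

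Class 2A peaks of *Spo11* KO mice number 1 in the paper and 3 here. Of the settings fixed before the data were examined, whole DMC1 intervals gave 2, the DMC1 centre in the PRDM9 interval 5 and 4 others 3, which differ from the paper's value. The widest 50% of *Spo11* KO intervals, also fixed before, held 1, which does not differ but counts 535 of the 1070 peaks, and so did the first 50% of the list, a setting chosen after seeing the values. Among the strongest B6 peaks, the paper has 11 class 2B peaks and the widest intervals here held 31, while the first peaks of the B6 list, a setting chosen after seeing the values, held 15, which no longer differs. The paper's chi-square for the strongest peaks is 431.24 and the one here 167.37, and list order, chosen after seeing the values, gave 241.69, which still differs. The class numbers that the paper prints for these peaks give 239.80 by the same formula, from which neither value here differs.

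Class 1b makes up 2% of class 1 in the paper for both strains, and here 3.83% in B6 and 3.73% in RJ2. Class 1d makes up 2% in B6 in the paper and 1.28% here. All 7 settings fixed before the data were examined still differ in these 3 shares, though for class 1d the DMC1 centre in the PRDM9 interval gave 6.21%, above the paper's value instead of below it. Class 1c, read by eye in Fig. 1D, holds about 17 peaks in B6 and about 28 in RJ2, against 135 and 169 here, and all 7 settings fixed before the data were examined keep the difference.

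At CpG islands, the paper gives 53% of RJ2 class 2A peaks and 21.7% were centred in island-like DNA here, 1% of class 1 against 0.266% in B6 and 0.207% in RJ2, and 6% of class 2B against 3.43% in RJ2. Called islands, chosen after seeing the values, gave 53.4%, 0.904%, 0.788% and 7.51%, and none of these differ. Here and for CTCF, no alternative setting was fixed before the data were examined.

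The paper has a CTCF motif in 60% of class 2B peaks in B6 and 11% in RJ2, in numbers 148 and 259, and the core word here gave 18.1% and 1.10%, in numbers 47 and 27, by a search other than the paper's. With 1 mismatch, chosen after seeing the values, the B6 share of 49.6% and the numbers 129 and 179 no longer differ, while the RJ2 share of 7.31% does. The learned matrix, chosen after seeing the values and scored on even-numbered chromosomes and X, gave 50.8% in B6 with 3 or 6 rounds and 51.6% with 1 round, which no longer differ, and 5.38% and 6.08% in RJ2, which do. With a higher limit, chosen after seeing the values, 39.8% and 2.17% both differ.

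DMC1 peaks of both strains overlap by under 1% in the paper and by 2.96% here. With 50% overlap, fixed before the data were examined, the share was 1.53% and still differs, and with the central 400 bp of both peaks, chosen after seeing the values, it was 0.887%, with a number of shared peaks, 131, that matches the one printed in Fig. 1C.

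The paper reports no enrichment of PRDM9 motifs in class 2 peaks, by a search and a control other than those used here. The Dom2 word was present here in 12.4% of B6 class 2A and 19.6% of B6 class 2B peaks, against 4.35% and 2.69% 10 kb away. Where the Dom2 allele is absent, it was present in 9.59% of RJ2 class 2A, 10.3% of RJ2 class 2B and 10.8% of *Prdm9* KO peaks. Positions 10 kb away had 5.71%, 5.96% and 5.69%. The strains differed in this word in class 2B (Fisher's exact test, p = 2.74e-05) but not in class 2A (p = 0.201). For the Cst word in RJ2 the values go with the paper, at 5.94% of class 2A and 5.35% of class 2B peaks against 4.79% and 5.02%. The Cst matrix, chosen after seeing the values, gave 11.7% of class 2A peaks against 5.03% (Fisher's exact test, adjusted p = 0.0794) and 4.17% of class 2B peaks against 3.04% (adjusted p = 0.336). With a higher limit, chosen after seeing the values, it gave 2.34% of class 2B peaks against 0.347% (Fisher's exact test, adjusted p = 1.82e-04), which goes against the paper. At that limit the Dom2 matrix, whose allele is absent in RJ2, gave 2.60% against 0.694% (Fisher's exact test, adjusted p = 0.00213). The Dom2 excess does not show whether that of the Cst matrix is specific to the own allele.

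The paper concludes that class 2B binding needs no SPO11, while 5 of 260 B6 class 2B peaks (1.92%) were found again in *Spo11* KO mice here, against 48.8% of class 1 peaks. The B6 list used here lacks peaks shared with RJ2, which the paper's 942 overlaps include, against 923 here. The presence of class 2B peaks in *Spo11* KO mice goes with the paper. They made up 7.20% of peaks there, against 10.0% of all B6 peaks (Fisher's exact test, p = 0.00815). Of the first 1070 peaks of the B6 list they made up 1.40% (Fisher's exact test, p = 1.29e-11).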

Other observations

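The tests against base composition and with learned matrices were chosen after the result was seen, and for missed marks the deciding outcome was written before the test was run.

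Some class 2 peaks may be bound through the zinc fingers of the strain's own PRDM9 allele. The Dom2 word was more frequent in class 2B peaks of B6 than of RJ2 (Fisher's exact test, p = 2.74e-05). Their median GC content was 50.5% and 50%, which argues against GC content as the whole cause. Other sequence content stays open, since the median CpG ratio was 0.268 in B6 and 0.164 in RJ2. The CTCF matrix was found in 50.8% and 5.38% of these peaks, and the word was not tested apart from it. The Dom2 word was also more frequent than 10 kb away in RJ2 class 2B peaks (10.3% against 5.96%) and in *Prdm9* KO peaks (10.8% against 5.69%). Dom2 binding is absent there, so part of the excess has another source. In class 2A the strains differed by the Cst word (Fisher's exact test, p = 0.0108), the Cst matrix (11.7% in RJ2 and 0.521% in B6, p = 1.76e-06) and the Dom2 matrix (8.85% in B6 and 2.23% in RJ2, p = 0.00636), but not by the Dom2 word (p = 0.201). Base composition and own-allele binding cannot be told apart there, because the GC content of 61% in B6 and 54.5% in RJ2 keeps it open.

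For the Cst motif in class 2B they cannot be told apart either, because the strains differed by the word (Fisher's exact test, p = 0.0156) and not by the matrix (4.17% in RJ2 and 3.91% in B6, p = 1). Against positions 10 kb away, RJ2 class 2B peaks had no excess of the Cst word (Fisher's exact test, adjusted p = 0.815). The Cst matrix gave none either (Fisher's exact test, adjusted p = 0.336). With a higher limit the Cst matrix gave one (Fisher's exact test, adjusted p = 1.82e-04). At that limit the Dom2 matrix matched 2.60% of these peaks, against 0.694% (Fisher's exact test, adjusted p = 0.00213). The Dom2 allele is absent in RJ2, so a matrix can be in excess at that limit without binding by its own allele. In peaks without the Cst allele, the Cst matrix at that limit gave no excess in B6 class 2B (0.781% against 1.56%) or *Prdm9* KO peaks (0.648% against 0.648%). With 1 round it gave one in *Prdm9* KO peaks (4.53% against 1.57%, Fisher's exact test, adjusted p = 3.98e-04). Whether the Cst excess in RJ2 is specific to the own allele thus stays undecided. The hypothesis stays open in RJ2. Class 1 peaks with missed marks cannot be told apart from class 2B peaks bound by the own allele, because few peaks lie near a mark. A DMC1 or strain-specific H3K4me3 peak lay within 1 kb with an odds ratio of 1.66 (interval 0.154 to 10.5) for B6 peaks with the Dom2 word, and of 1.04 (interval 0.367 to 2.42) for RJ2 peaks with the Cst word.

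RJ2 intervals wider than 2 kb also stood together on chromosome 17 from 18510483 to 18555608, with 3 of them, and on chromosome 18 from 9488812 to 9505324, with 3.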
